# A high‐fat diet exacerbates the Alzheimer's disease pathology in the hippocampus of the *App* *^NL−F/NL−F^* knock‐in mouse model

**DOI:** 10.1111/acel.13429

**Published:** 2021-07-10

**Authors:** Guianfranco Mazzei, Ryohei Ikegami, Nona Abolhassani, Naoki Haruyama, Kunihiko Sakumi, Takashi Saito, Takaomi C. Saido, Yusaku Nakabeppu

**Keywords:** Alzheimer's disease, β amyloid, gene expression, knock‐in mouse model, microgliosis, oxidative stress, transthyretin, type 2 diabetes mellitus

## Abstract

Insulin resistance and diabetes mellitus are major risk factors for Alzheimer's disease (AD), and studies with transgenic mouse models of AD have provided supportive evidence with some controversies. To overcome potential artifacts derived from transgenes, we used a knock‐in mouse model, *App^NL−F/NL−F^*, which accumulates Aβ plaques from 6 months of age and shows mild cognitive impairment at 18 months of age, without the overproduction of APP. In the present study, 6‐month‐old male *App^NL−F/NL−F^* and wild‐type mice were fed a regular or high‐fat diet (HFD) for 12 months. HFD treatment caused obesity and impaired glucose tolerance (i.e., T2DM conditions) in both wild‐type and *App^NL−F/NL−F^* mice, but only the latter animals exhibited an impaired cognitive function accompanied by marked increases in both Aβ deposition and microgliosis as well as insulin resistance in the hippocampus. Furthermore, HFD‐fed *App^NL−F/NL−F^* mice exhibited a significant decrease in volume of the granule cell layer in the dentate gyrus and an increased accumulation of 8‐oxoguanine, an oxidized guanine base, in the nuclei of granule cells. Gene expression profiling by microarrays revealed that the populations of the cell types in hippocampus were not significantly different between the two mouse lines, regardless of the diet. In addition, HFD treatment decreased the expression of the Aβ binding protein transthyretin (TTR) in *App^NL−F/NL−F^* mice, suggesting that the depletion of TTR underlies the increased Aβ deposition in the hippocampus of HFD‐fed *App^NL−F/NL−F^* mice.

## 1 INTRODUCTION

Dementia is a syndrome that affects memory, thinking, behavior, and the ability to perform everyday activities (Ninomiya, 2019). Alzheimer's disease (AD) is a major type of neurodegenerative dementia, accounting for more than 70% of all cases (Gale et al., 2018). AD is characterized by two well‐known pathological hallmarks in the brain, the aggregation of β amyloid (Aβ) into plaques and the aggregation of hyperphosphorylated tau protein into neurofibrillary tangles (Selkoe, 2000). It has been over 100 years since the discovery of AD; however, its etiology is still not fully understood. Genetic factors such as mutations in the *APP*, *PSEN1*, and *PSEN2* genes only account for approximately 1% of AD cases, known as early‐onset or familial AD (FAD). In the majority of AD cases in which the onset is late or sporadic, aging is the main risk factor, and mounting epidemiological evidence has suggested that people with type‐2 diabetes mellitus (T2DM) or impaired glucose tolerance are at an increased risk for the development of AD (Arvanitakis et al., 2004; de la Monte, 2014; Ninomiya, 2019). Pathological studies have also shown a significant association between T2DM‐related factors and the neuropathology of AD, such as Aβ plaque formation (Matsuzaki et al., 2010; Peila et al., 2002). The etiology of cognitive dysfunction in AD patients with T2DM is probably multifactorial, but the mechanisms underpinning this association are not yet fully understood.

High‐fat diet (HFD) treatment is an established method to induce T2DM in experimental animals and has been applied to many AD mouse models. HFD treatment causes obesity and induces insulin resistance and impaired glucose metabolism in both the periphery and brain (Heydemann, 2016). Studies with AD mouse models have generally been performed using transgenic mice to induce Aβ accumulation and deposition by overexpressing a mutant amyloid precursor protein (*APP*) transgene, or with a combination of mutant *APP* and *PSEN1* or *MAPT* transgenes. Some studies with 3xTg‐AD mice carrying mutant *APP* and *MAPT* transgenes together with a *Psen1* knock‐in mutation have shown that HFD treatment increases brain Aβ levels with an exacerbated cognitive decline (Barron et al., 2013; Vandal et al., 2014). Other studies with 3xTg‐AD mice found an exacerbated cognitive decline without alteration of the Aβ levels (Knight et al., 2014; Sah et al., 2017). Some studies with *APP^Swe^/PS1^deltaE9^* mice have also reported that HFD treatment increases the brain levels of Aβ with an exacerbated cognitive decline (Ettcheto et al., 2016; Walker et al., 2017), while others with *APP^Swe^/PS1^deltaE9^* mice reported that HFD treatment increases the Aβ load but does not enhance the cognitive decline (Bracko et al., 2020; Yeh et al., 2015). Moreover, it has been reported that an HFD protects the blood–brain barrier in Tg2576 mice carrying the *APP^Swe^* transgene (Elhaik Goldman et al., 2018). Thus, there have been some controversies in the results obtained using transgenic AD mouse models. These contrasting results may be attributed to artificial effects of the transgenes introduced, such as their overexpression and ectopic expression.

A recent study using a novel knock‐in mouse model of AD, *App^NL/NL^* carrying the Swedish “NL” mutation, showed that chronic HFD treatment does not trigger AD‐associated pathological alterations, such as hippocampal amyloidosis, Tau phosphorylation, and cognitive impairment, although mild impairments in both hippocampal long‐term potentiation and social memory were observed (Salas et al., 2018). Despite carrying a FAD mutation, this mouse line does not spontaneously develop Aβ deposition. Given the findings from transgenic mouse models of AD mice with HFD treatment, we hypothesized that prior Aβ deposition may be a prerequisite for HFD treatment to exacerbate the development or progression of AD. It is reasonable to assume that T2DM has an impact on amyloidosis since Aβ deposition starts at 10–20 years before the clinical onset of AD (Bateman et al., 2012), and T2DM increases the risk of AD development during this early stage without clinical symptoms of AD (Ninomiya, 2014).

To test this hypothesis, we applied HFD treatment to an *App^NL−F/NL−F^* knock‐in mouse model of AD, which carries a humanized β‐amyloid (Aβ) sequence with two pathogenic mutations: Swedish “NL” and Iberian “F” at the authentic mouse *App* locus, thereby increasing the production of the pathogenic Aβ without the overproduction of APP. *App^NL−F/NL−F^* mice accumulate Aβ plaques from 6 months of age and show very mild cognitive impairment at 18 months of age. The present study provides the first experimental evidence demonstrating that T2DM exacerbates pre‐existing AD pathology, and that AD pathology does not induce T2DM in regular diet (RD)‐fed *App^NL−F/NL−F^* mice.

## 2 RESULTS

### 2.1 An HFD altered the metabolic parameters and brain insulin signaling in both wild‐type and *App^NL−F/NL−F^* mice

To examine whether or not *App^NL−F/NL−F^* mice respond to HFD treatment in a similar way to wild‐type mice, wild‐type and *App^NL−F/NL−F^* male mice were fed either an RD or an HFD for 12 months starting at 6 months (25 weeks) of age. As shown in Figure 1a, HFD treatment significantly increased the body weights in both genotypes compared to the RD‐fed groups (Tukey's HSD test, *p* < 0.0001). There were no phenotypical changes between the HFD‐fed wild‐type and *App^NL−F/NL−F^* mice, and their increased body weights were maintained throughout the experiment. Both genotypes of mice fed an HFD exhibited a significantly lower intake of food and water in comparison with those fed an RD (Figure S1a,b); however, the calorie intake calculated from the amounts of diet consumed was significantly increased in both genotypes of mice fed an HFD. To evaluate the effect of an HFD on their glucose metabolism, we measured the fasting blood glucose levels every other week up to 49 weeks of age. As expected, HFD treatment significantly increased fasting blood glucose levels from the second week of treatment in both genotypes of mice (Figure S1c). To examine whether HFD treatment induces a diabetic condition, mice were subjected to an intraperitoneal glucose tolerance test (IPGTT) at 18 months of age. As shown in Figure 1b, HFD treatment caused significantly impaired glucose tolerance, regardless of the genotype, indicating that an HFD increases body weight and disrupts glucose metabolism in both wild‐type and *App^NL−F/NL−F^* mice.

**FIGURE 1:**
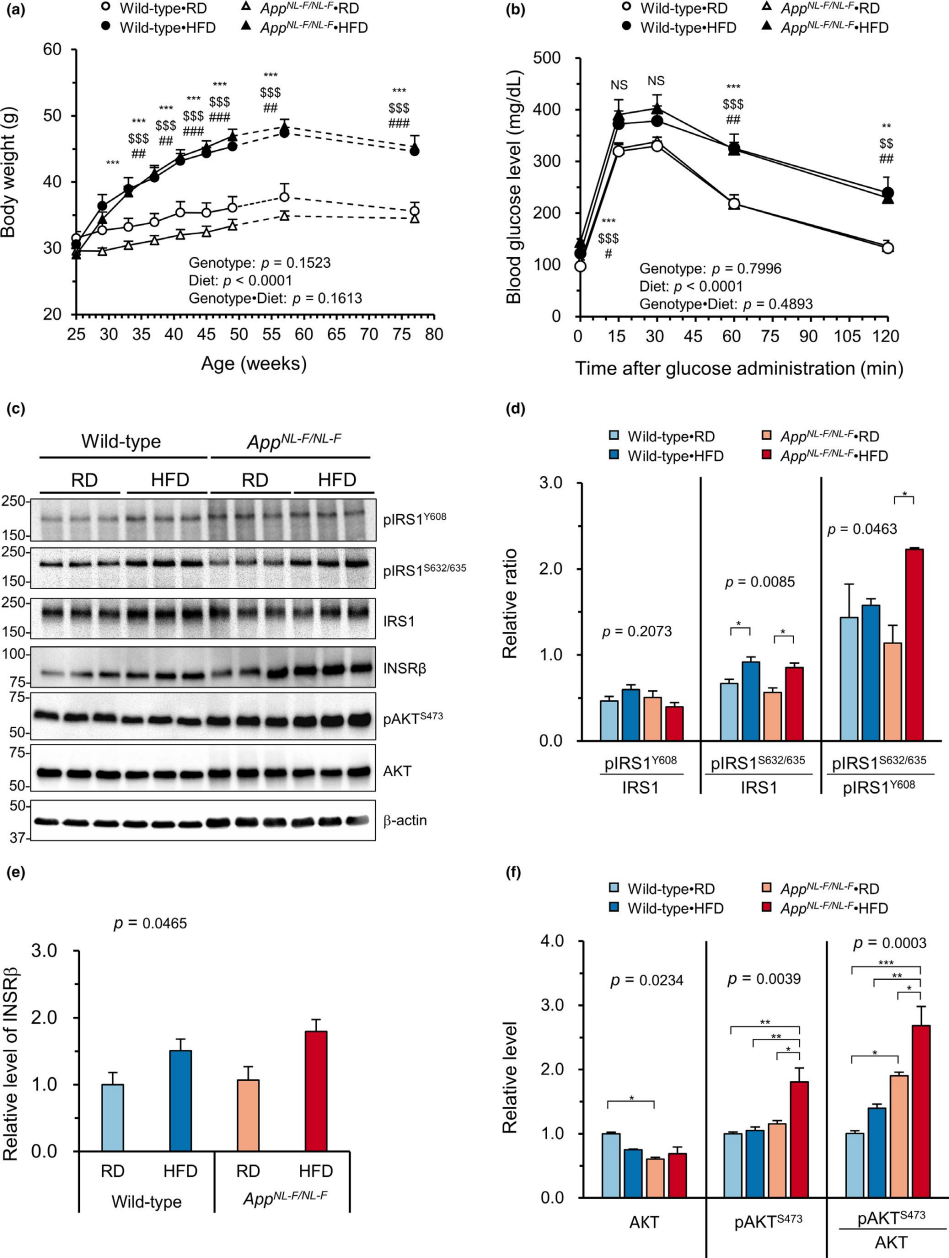
A high‐fat diet led to increased body weight, impaired glucose metabolism, and an impaired insulin signaling pathway in both wild‐type and *App^NL−F/NL−F^* mice. (a) Six‐month‐old wild‐type and *App^NL−F/NL−F^* mice were fed either a regular (RD) or high‐fat diet (HFD), and their weights were plotted every 4 weeks for a period of 24 weeks (solid line) and then at 58 and 78 weeks of age (dotted line). (b) Intraperitoneal glucose tolerance test at 18 months of age. After 6 h of fasting, mice were injected with glucose (2 g/kg of body weight). Blood glucose levels were then monitored over time. (c) Representative Western blots showing the hippocampal levels of insulin signaling proteins (pIRS1^Y608^, pIRS1^S632/635^, IRS1, INSRβ, pAKT^S473^, and AKT) in *App^NL−F/NL−F^* and wild‐type mice fed an RD or HFD. (d) Relative ratios of pIRS1^Y608^/IRS1, pIRS1^S632/635^/IRS1, and pIRS1^S632/635^/pIRS1^Y608^ in the blots using β‐actin as a loading control. (e) Quantification of protein levels of INSRβ in the blot using β‐actin as a loading control. (f) Quantification of the protein levels of pAKT^S473^ and AKT and the pAKT^S473^/AKT ratio in the blots using β‐actin as a loading control. The bar graph shows the protein/β‐actin ratio relative to RD‐fed wild‐type mice. The data were expressed as the mean ± SEM, *n* = 17 (solid line) or 10 (dotted line) for RD‐fed wild‐type mice (Wild‐type•RD), *n* = 12 (solid line) or 5 (dotted line) for HFD‐fed wild‐type mice (Wild‐type•HFD), *n* = 29 (solid line) or 13 (dotted line) for RD‐fed *App^NL−F/NL−F^* mice (*App^NL−F/NL−F^* •RD), and *n* = 22 (solid line) or 12 (dotted line) for HFD‐fed *App^NL−F/NL−F^* mice (*App^NL−F/NL−F^* •HFD) in (a); *n* = 4–5 for all groups in (b). *n* = 3 for all groups in (d–f). The results were statistically analyzed by a MANOVA (*p* values for effects are shown) with data from 25 to 49 weeks of age in (a) or 0 to 120 min in (b), and a two‐way ANOVA followed by post hoc Tukey's Honest Significant Difference (HSD) test was applied to the data for each week, ^**^ *p* < 0.01 and ^***^ *p* < 0.001 for *App^NL−F/NL−F^* •HFD vs. *App^NL−F/NL−F^* •RD; ^$$^ *p* < 0.01 and ^$$$^ *p* < 0.001 for *App^NL−F/NL−F^* •HFD vs. Wild‐type•RD; and ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001 for Wild‐type•HFD vs. Wild‐type•RD. NS, not significant. Weeks 58 and 78 in (a) were excluded from the two‐way repeated measures ANOVA and instead subjected to a one‐way ANOVA with post hoc Tukey's HSD test. The results in (d–f) were statistically analyzed by a two‐way ANOVA (*p* values for each analysis shown) followed by post hoc Tukey's HSD test, ^*^ *p* < 0.05, ^**^ *p* < 0.01 and ^***^ *p* < 0.001

Subsequently, we assessed the hippocampal insulin signaling by Western blotting (Figure 1c). Consistent with the peripheral glucose metabolism impairment, we found an increase in basal levels of IRS1 phosphorylation at Ser^632/635^, which negatively regulates the IRS1 function by reducing its association with PI3‐kinase, in both wild‐type and *App^NL−F/NL−F^* mice fed an HFD, while the basal level of IRS1 phosphorylation at Tyr^608^, which generates a docking site for the PI3‐kinase, was slightly decreased only in the HFD‐fed *App^NL−F/NL−F^* mice, thereby significantly increasing the pIRS1^S632/635^/pIRS1^Y608^ ratio (Figure 1d). The total protein levels of insulin receptor β (INSRβ) and AKT were not significantly altered by the diet in either genotype, but the basal level of AKT phosphorylation at Ser^473^ was significantly increased only in the HFD‐fed *App^NL^* ^−^ *^F^* ^/^ *^NL^* ^−^ *^F^* mice (Figure 1e,f). The hyperphosphorylation of AKT is known to increase phosphorylation of serine residues of IRS1 through activation of mTOR pathway (Copps & White, 2012). These results suggest that HFD induces a more intense hippocampal insulin resistance in *App^NL−F/NL−F^* mice than in wild‐type mice.

### 2.2 An HFD impaired the cognitive function only in *App^NL−F/NL−F^* mice

We next examined whether HFD treatment impairs the cognitive function by performing a Morris water maze test at 18 months of age. Mice were trained to find a hidden platform underwater for 11 consecutive days and then subjected to a probe test without a platform (Figure 2a). During training, *App^NL−F/NL−F^* mice fed an HFD showed a significantly increased (*p* < 0.0001) escape latency to the platform in comparison with all other groups, with significant effects of genotype, diet, and interaction between genotype and diet (Figure 2b). During the probe test at 24 h after the last training, *App^NL−F/NL−F^* •HFD mice, but not the other three groups of mice, exhibited no preference for the target quadrant among all quadrants (Figure 2c), indicating that HFD administration significantly impairs memory retrieval only in *App^NL−F/NL−F^* mice. Furthermore, the frequency of virtual platform crossing was decreased, and the time to the target quadrant was increased in *App^NL−F/NL−F^* mice fed an HFD compared to all other groups; however, the differences did not reach statistical significance (Figure S2a,b). The swimming speed did not differ markedly among the groups (Figure S2c). Next, we examined the levels of pre‐ and post‐synaptic proteins in the hippocampus by Western blotting (Figure 2d). As shown in Figure 2e, the levels of post‐synaptic PSD95 were significantly decreased in the HFD‐fed *App^NL−F/NL−F^* mice compared to the other groups, and the levels of pre‐synaptic synaptophysin were significantly decreased in *App^NL−F/NL−F^* mice regardless of the diet compared to wild‐type mice (Figure 2f). These results indicate that an HFD disturbs synaptic integrity only in *App^NL−F/NL−F^* mice.

**FIGURE 2:**
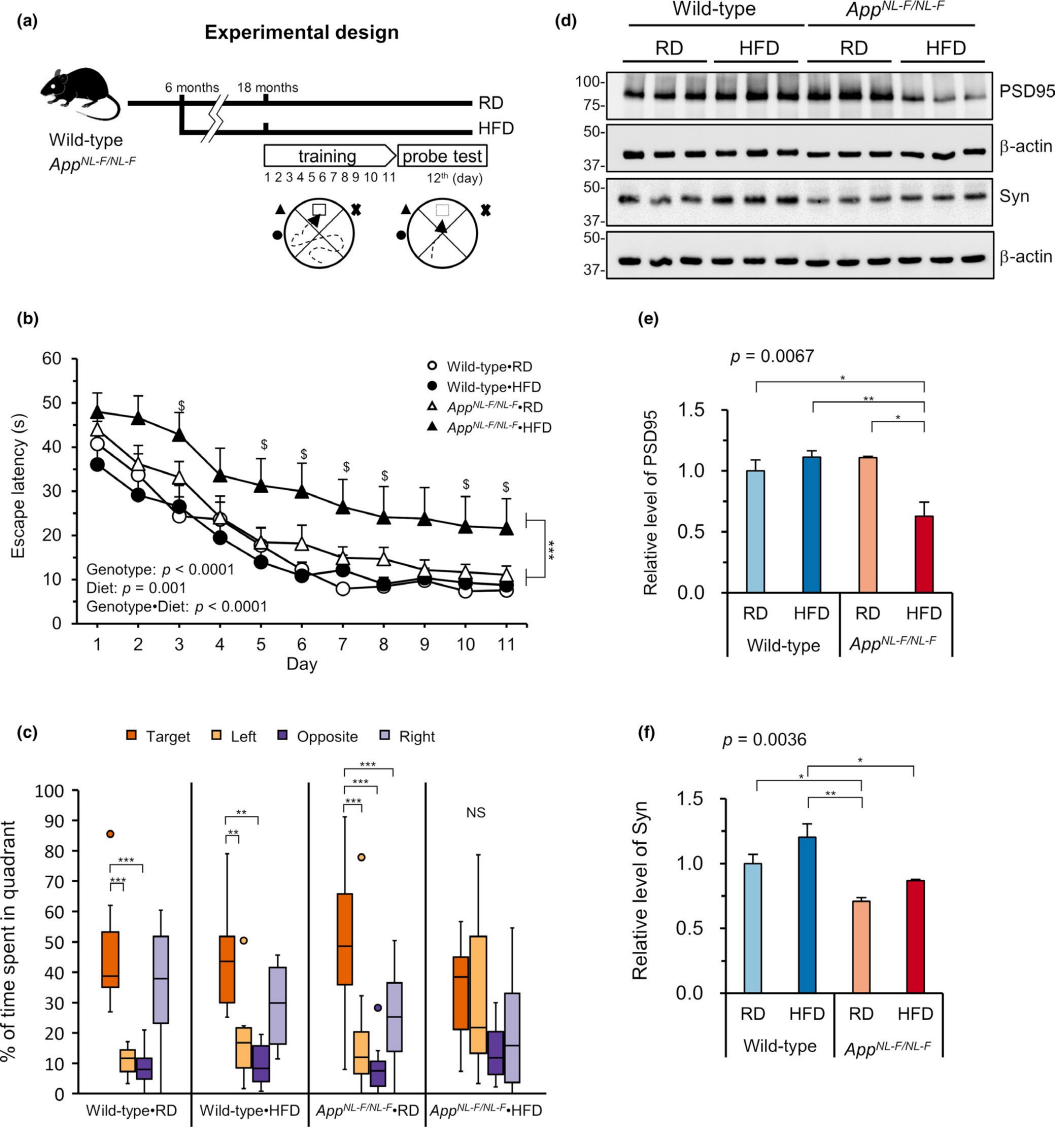
High‐fat diet treatment impaired spatial learning and levels of post‐synaptic markers in *App^NL−F/NL−F^* mice. (a) Diagram of the experimental design for the behavioral test. Six‐month‐old wild‐type and *App^NL−F/NL−F^* mice were fed either a regular diet (RD) or high‐fat diet (HFD). When they reached 18 months of age, spatial learning and memory recall were tested by a Morris Water Maze test (MWM). (b) The MWM test showed a significantly impaired spatial learning ability in the *App^NL−F/NL−F^* mice fed an HFD (*App^NL−F/NL−F^* •HFD) compared with all three other groups. (c) Percentage of the time spent in each quadrant during the probe test, 24 h after the last training. *App^NL−F/NL−F^* •HFD mice, but not other three groups of mice, showed no preference for the target quadrant among the four quadrants. (d) Western blots showing the hippocampal levels of PSD95 and synaptophysin (Syn) in *App^NL−F/NL−F^* and wild‐type mice fed an RD or HFD. (e–f) Quantification of protein levels in blots using β‐actin as a loading control. The bar graph shows the protein/β‐actin ratio relative to RD‐fed wild‐type mice. Data are expressed as the mean ± SEM, *n* = 11–14 for all groups for (b–c) and *n* = 3 for (e–f). Statistical analyses for (b) were performed by a two‐way repeated measures ANOVA (*p* values for effects are shown) where ^***^ *p* < 0.001 for *App^NL−F/NL−F^* •HFD vs. all three other groups, followed by post hoc Tukey's HSD test, where ^$^ *p* < 0.05 for *App^NL−F/NL−F^* •HFD vs. Wild‐type•RD. A nonparametric comparison with the % time spent in the target quadrant performed using the Steel method (c), where ^***^ *p* < 0.001. For (e, f), a two‐way ANOVA (*p* values for each analysis shown) was performed followed by post hoc Tukey's HSD test, ^*^ *p* < 0.05, ^**^ *p* < 0.01

### 2.3 An HFD increased Aβ deposition in *App^NL−F/NL−F^* mice

We next assessed Aβ deposition by immunofluorescence microscopy with an anti‐Aβ (82E1) antibody (Figure 3a). Quantification of the Aβ plaque‐covered area revealed that *App^NL−F/NL−F^* mice fed an HFD showed a significantly increased (more than twofold) Aβ plaque‐covered area in the hippocampus in comparison with *App^NL−F/NL−F^* mice fed an RD (Figure 3b). No plaques were found in the wild‐type mice (Figure S3a). It is noteworthy that in *App^NL−F/NL−F^* mice fed an HFD, most of the plaques were located in the central zone of the hippocampus, namely in the area between the pyramidal cell layer of CA1 and the dentate gyrus (DG) (Figure 3a).

**FIGURE 3:**
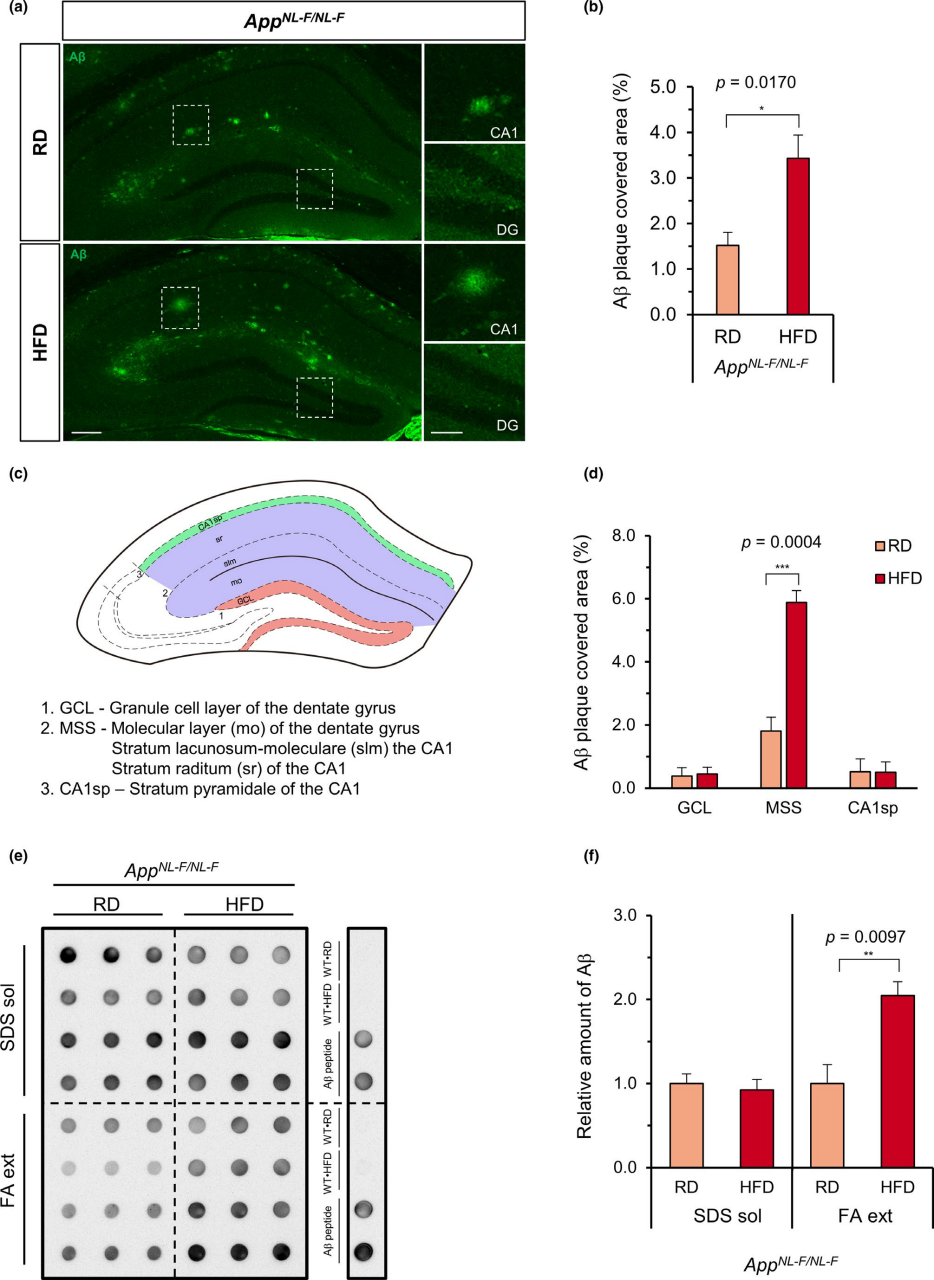
High‐fat diet treatment increased the amyloid‐β deposition in the hippocampus of *App^NL−F/NL−F^* mice. (a) Representative immunofluorescence images of Aβ in the hippocampus of *App^NL−F/NL−F^* mice fed a regular diet (RD) or high‐fat diet (HFD). Aβ plaques were stained using anti‐Aβ 82E1(green) and subsequentially quantified. No plaques were detected in the wild‐type mice (Figure S3). Scale bar = 200 µm (for full image) and 100 µm (for augmented areas), DG =dentate gyrus. (b) Quantification of the Aβ plaque‐covered area in the whole hippocampus. (c) Diagram depicting the 3 studied zones in the hippocampus; granule cell layer of DG (GCL), the molecular layer of DG plus the stratum lacunosum moleculare—stratum radiatum of CA1 (MSS), and the stratum pyramidale of CA1 (CA1sp) are shown. (d) Quantification of the Aβ plaque‐covered area in 3 different zones of the hippocampus. The Aβ plaque‐covered area is shown as bar graphs. (e) Aβ dot blotting of the SDS‐soluble (SDS sol.) and formic acid‐extractable (FA ext.) protein fractions of hippocampal tissue of *App^NL−F/NL−F^* mice fed an RD or HFD. Three dots in each row were from the same sample, and the blot was reacted with anti‐Aβ 82E1. Wild‐type•RD (WT•RD), Wild‐type•HFD (WT•HFD), and Aβ peptide were used as controls. No Aβ was detected in the wild‐type samples. (f) Quantification of the Aβ in the dot blot. The values are relative to the integrated density of the dot blot observed in RD‐fed *App^NL−F/NL−F^* mice. The mean intensities were normalized to Ponceau S staining (SDS sol) or total protein (FA ext). Data expressed as the mean ± SEM, *n* = 4 for all experiments. Four brain slices per mouse were examined for (b) and (d). The results were statistically analyzed by an unpaired *t* test, ^*^ *p* < 0.05, ^**^ *p* < 0.01, and ^***^ *p* < 0.001

We then compared the degree of the Aβ plaque coverage in 3 defined zones in the hippocampus, as shown in the schematic illustration in Figure 3c: the granule cell layer of the DG (GCL), the upper part of the molecular layer of the DG plus the stratum lacunosum moleculare and stratum radiatum of the CA1 (MSS), and the stratum pyramidale of the CA1 (CA1sp). We found that in *App^NL−F/NL−F^* •RD mice, the MSS exhibited the highest degree of Aβ plaque coverage (approximately 2%) among the three zones, and HFD treatment significantly and selectively increased it to approximately 6% (Figure 3d). We then quantified the SDS‐soluble (SDS sol.) and SDS‐insoluble/formic acid‐extractable (FA ext.) Aβ present in the hippocampal protein fractions with a dot blot analysis using anti‐Aβ (82E1) antibody (Figure 3e,f). We found that *App^NL−F/NL−F^* mice fed an HFD had a significantly (*p* = 0.009) higher amount of FA‐extractable Aβ than *App^NL−F/NL−F^* mice fed an RD, while the levels of SDS‐soluble Aβ were not affected by diet. We also examined the phosphorylated Tau accumulation by immunohistochemistry using an anti‐Tau (AT8) antibody. No positive signal was detected in *App^NL−F/NL−F^* mice fed an RD or those fed an HFD (Figure S3b).

To clarify whether or not HFD treatment affects either APP processing or Aβ formation, we examined the levels of APP and APP‐derived fragments by Western blotting (Figure S4a). *App^NL−F/NL−F^* mice fed an HFD showed a significant decrease in full‐length APP (FL‐APP) detected by the anti‐APP A4 (22C11) that recognizes N‐terminal residues (a.a. 66–81) of APP. Two other antibodies (6E10, APP‐CT) also showed that an HFD caused a similar but not significant decrease in FL‐APP in *App^NL−F/NL−F^* mice. In contrast, an HFD slightly increased FL‐APP in wild‐type mice (Figure S4b–d). Humanized Aβ detected by 6E10 was only found in *App^NL−F/NL−F^* mice with no diet effect (Figure S4e). Accordingly, significantly higher levels of β secretase‐cleaved CTFβ fragment were detected in *App^NL−F/NL−F^* mice than in wild‐type mice, and they were slightly increased by an HFD (Figure S4f). In contrast, slightly lower levels of α secretase‐cleaved CTFα were detected in *App^NL−F/NL−F^* mice than in wild‐type mice, with a slight decrease due to an HFD (Figure S4g). These results suggest that APP processing by β secretase to generate Aβ may be slightly but not significantly enhanced by an HFD in *App^NL−F/NL−F^* mice.

Next, we examined the hippocampal gene expression profiles of all four groups of mice using a microarray analysis of hippocampal RNA and confirmed no significant difference in the expression of genes involved in APP processing and Aβ clearance (Table S1). 

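For the microarray experiment, hippocampal RNA from 12 male mice was hybridised to Affymetrix Mouse Gene 2.0 ST arrays, 1 array per mouse, with 3 mice in each of 4 groups. The groups were wild‐type mice and *App NL-F/NL-F* mice, whose own *App* gene carries a humanized Aβ sequence with the Swedish and Iberian mutations, each fed an RD or an HFD. The mice were 18 months old and had been on their diet for 12 months from the age of 6 months, with fat supplying 13.8% of the calories of the RD and 40% of those of the HFD. The authors imported the array scans into Transcriptome Analysis Console and deposited a gene-level log2 expression value for each of 41345 transcript clusters, the probe groups that stand for single genes or transcripts. How the signals were summarised and normalized is not given in the sources used here, and no further normalization was applied. Of the clusters, 23521 were paired with 1 gene symbol, 1814 with several and 16010 with none, so that 22180 genes could be named. Any pair of arrays correlated at an r of 0.982 to 0.988 across clusters, which are not independent replicates. Over the 12 arrays, 9858 clusters had a mean above an intensity of 100, and no pair of arrays held identical values. All 12 arrays entered a single limma model with the 4 groups, moderated by eBayes, and p-values were adjusted by the Benjamini-Hochberg method over all clusters. With 3 mice against 3, an exact permutation test cannot give a p under 0.1, and the number of arrays limits the precision of each value.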

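*App* itself, the gene of the amyloid precursor protein, had a log2 expression of 11.65 ± 0.03 (SD, n = 3 mice) in RD‐fed wild‐type mice, 11.66 ± 0.04 (SD, n = 3) in HFD‐fed wild‐type mice, 11.60 ± 0.03 (SD, n = 3) in RD‐fed *App NL-F/NL-F* mice and 11.60 ± 0.01 (SD, n = 3) in *App NL-F/NL-F* mice on the HFD. Between *App NL-F/NL-F* mice fed an HFD and an RD, the log2 difference was 0.09 (standard error 0.07) for the β secretase gene *Bace1* and -0.07 (standard error 0.08) for the α secretase gene *Adam10*. The γ secretase subunit genes *Ncstn* and *Aph1a* had differences of 0.13 (standard error 0.07) and 0.01 (standard error 0.08) in the same comparison. Among the 8 measured genes of APP processing, none rose or fell in any of the 8 contrasts at an adjusted p under 0.05 from limma, whether adjusted over all clusters or adjusted over the list alone, and 0 of the 64 combinations of gene and contrast had an unadjusted p under 0.05. The 8 genes of Aβ clearance gave 0 calls over all clusters and 1 when adjusted over the list alone, with 4 of 64 combinations at an unadjusted p under 0.05. That call was *Mme*, which encodes the Aβ-degrading enzyme neprilysin and was lower in HFD‐fed than in RD‐fed wild‐type mice, by a log2 difference of -0.36 (standard error 0.10, adjusted p = 0.892). In *App NL-F/NL-F* mice the same diet comparison gave -0.03 (standard error 0.10) for *Mme*, and the interaction of diet and genotype was 0.33 (standard error 0.14, adjusted p = 0.983). *Ide*, the insulin-degrading enzyme, differed by 0.03 (standard error 0.07) between *App NL-F/NL-F* mice fed an HFD and an RD, and *Apoe*, the main lipid carrier of the brain, by 0.07 (standard error 0.09). *A2m*, a protease inhibitor, had the widest error of the group, at 0.33 (standard error 0.33). Neither list shifted against the other genes in any contrast by limma's camera test, with smallest adjusted p = 0.245 for APP processing and adjusted p = 0.496 for Aβ clearance. Both lists were drawn up by the study, so their counts are not independent evidence.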

Taken together, these results showed that an HFD did not significantly alter the APP processing or Aβ clearance in *App^NL−F/NL−F^* mice.

### 2.4 An HFD increased the hippocampal expression of genes involved in glial activation in *App^NL−F/NL−F^* mice

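The Mouse Gene arrays measured 35 of the marker genes of astrocytes, oligodendrocytes, microglia, NSCs/NPCs and neurons through clusters with a single symbol. Astrocyte markers were higher in *App NL-F/NL-F* than in wild‐type mice as a group, by a mean log2 difference of 0.13 over the 6 genes, with 6 of 6 above 0 (adjusted p = 5.05e-04 from camera, and adjusted p = 0.221 with an estimated correlation). *Glul*, the glutamine synthetase gene, differed by 0.12 (standard error 0.05) between the genotypes, *S100b*, a calcium-binding protein of astrocytes, by 0.15 (standard error 0.07), and the water channel gene *Aqp4* by 0.16 (standard error 0.09). Adjusted over the list alone, 1 astrocyte gene rose with genotype and 5 did not, against 0 over all clusters. Diet left the same genes with a mean difference of -0.01 (adjusted p = 0.842 from camera). Markers of other cells that a dissected hippocampus can hold also differed between arrays. Endothelial genes were higher in HFD‐fed than in RD‐fed wild‐type mice by a mean of 0.26 (11 of 11; adjusted p = 1.72e-04 from camera, and adjusted p = 0.436 with an estimated correlation), with *Cdh5*, the cadherin of endothelial junctions, at 0.36 (standard error 0.12) and *Tek*, an angiopoietin receptor, at 0.38 (standard error 0.14). Mural cell genes, of pericytes and vascular smooth muscle, shifted by 0.27 in that comparison (9 of 9; adjusted p = 3.01e-04 from camera, and adjusted p = 0.436 with an estimated correlation), with *Myh11*, a smooth muscle myosin, at 0.46 (standard error 0.15). None of these single genes passed limma's adjusted threshold, and 0 endothelial and 0 mural genes did so when adjusted over the list alone in this comparison, with 2 and 3 at an unadjusted p under 0.05. An exact permutation test of the mice gave p = 0.2 for the endothelial and p = 0.1, the smallest possible, for the mural list mean. The 5 marker lists were chosen by the study, so that their direction is not independent evidence.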

Next, we compared the expression of specific marker genes for five major types of brain cells: astrocytes, oligodendrocytes, microglia, neural stem cells/progenitor cells (NSCs/NPCs), and neurons to assess the cell population changes caused by diet and genotype (Table 1). 

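*Cd68*, a lysosomal glycoprotein of phagocytic microglia, differed from RD‐fed wild‐type mice by a log2 value of 0.43 (standard error 0.09) in RD‐fed *App NL-F/NL-F* mice, 0.63 (standard error 0.09) in *App NL-F/NL-F* mice on the HFD and 0.31 (standard error 0.09) in HFD‐fed wild‐type mice. *C1qb*, which encodes a chain of the complement protein C1q, gave 0.29 (standard error 0.07), 0.43 (standard error 0.07) and 0.24 (standard error 0.07) in the same order, and *C1qa*, another chain of C1q, 0.27 (standard error 0.10), 0.42 (standard error 0.10) and 0.16 (standard error 0.10). For *Gfap*, the intermediate filament of astrocytes, the differences were 0.23 (standard error 0.09), 0.38 (standard error 0.09) and 0.06 (standard error 0.09). Adjusted over the list alone, *Cd68* and *C1qb* rose in all 3 comparisons, and *C1qa* and *Ptprc*, the leukocyte antigen CD45, also rose in *App NL-F/NL-F* mice on the HFD, as did *Gfap* within the astrocyte list. At an unadjusted p under 0.05, 3, 4 and 2 of the 7 microglia genes and 1, 1 and 0 of the 6 astrocyte genes were higher, in the order of groups given for *Cd68*. Over all clusters, none of the 13 measured microglia and astrocyte genes passed limma's threshold in these comparisons; *Cd68* in *App NL-F/NL-F* mice on the HFD came nearest, with adjusted p = 0.247. When only the 9858 clusters with a mean above an intensity of 100 were tested, *Cd68* and *C1qb* passed in HFD‐fed *App NL-F/NL-F* against RD‐fed wild‐type mice over all clusters tested, each with adjusted p = 0.0156, and with eBayes set to an intensity trend and robust spread they had adjusted p = 0.0291 and adjusted p = 0.0263. As a group, the 7 microglia genes had a mean difference of 0.28 in *App NL-F/NL-F* mice on the HFD (adjusted p = 6.84e-07 from camera, and adjusted p = 0.104 with an estimated correlation). The mean was 0.14 in RD‐fed *App NL-F/NL-F* mice (adjusted p = 0.0223 from camera, and adjusted p = 0.567 with an estimated correlation) and 0.15 in HFD‐fed wild‐type mice (adjusted p = 0.00468 from camera, and adjusted p = 0.436 with an estimated correlation). The group call in RD‐fed *App NL-F/NL-F* mice was lost without RD‐fed wild‐type mouse 1 (adjusted p = 0.277), RD‐fed wild‐type mouse 3 (adjusted p = 0.0565), RD‐fed *App NL-F/NL-F* mouse 2 (adjusted p = 0.147) or RD‐fed *App NL-F/NL-F* mouse 3 (adjusted p = 0.0966), and that in HFD‐fed wild‐type mice without RD‐fed wild‐type mouse 1 (adjusted p = 0.129). The list was chosen by the study, so its direction is not independent evidence.

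**Figure D1:**
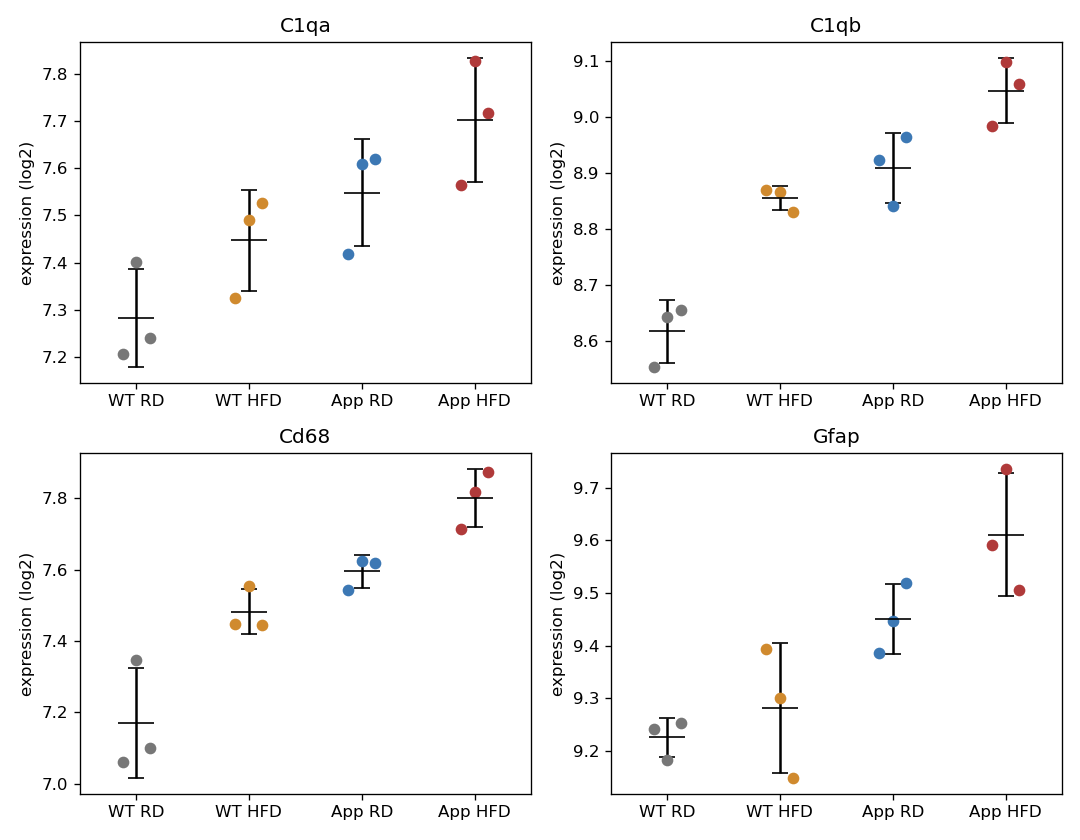
Expression of *C1qa*, *C1qb*, *Cd68* and *Gfap* on the log2 scale in each mouse (points, n = 3 per group), with the group mean (horizontal line) and SD (error bars). Each panel has its own vertical axis, which does not start at 0; mean *Cd68* runs from 7.17 in RD‐fed wild‐type (WT RD) to 7.80 in *App NL-F/NL-F* mice on the HFD (App HFD).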

We observed an increased expression of markers related to microglial (*C1qa*, *C1qb*, and *Cd68*) and astrocytic (*Gfap*) activation in *App^NL−F/NL−F^* mice fed an RD or HFD and also in HFD‐fed wild‐type mice in comparison with RD‐fed wild‐type mice. 

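*Cd68* had a log2 expression of 7.80 ± 0.08 (SD, n = 3) in HFD‐fed and 7.59 ± 0.05 (SD, n = 3) in RD‐fed *App NL-F/NL-F* mice, a difference of 0.21 (standard error 0.09, adjusted p = 0.999). Between the same groups, *C1qb* differed by 0.14 (standard error 0.07), *C1qa* by 0.15 (standard error 0.10) and *Gfap* by 0.16 (standard error 0.09). *App NL-F/NL-F* mice on the HFD set against HFD‐fed wild‐type mice gave 0.32 (standard error 0.09) for *Cd68*, 0.19 (standard error 0.07) for *C1qb*, 0.26 (standard error 0.10) for *C1qa* and 0.33 (standard error 0.09) for *Gfap*. Of the 35 measured marker genes of Table 1, 12 had their highest mean in *App NL-F/NL-F* mice on the HFD. Within *App NL-F/NL-F* mice, all 7 microglia genes were higher on the HFD, by a mean of 0.15 (adjusted p = 0.00783 from camera, and adjusted p = 0.634 with an estimated correlation), while the 6 astrocyte genes had 1 above and 5 below 0 (adjusted p = 0.987 from camera). No gene of either list passed limma's threshold in this comparison, over all clusters or adjusted over the list alone, and 2 microglia and 0 astrocyte genes had an unadjusted p under 0.05. Reactive astrocyte genes outside Table 1 shifted by 0.25 (9 of 11 higher; adjusted p = 0.00618 from camera, and adjusted p = 0.634 with an estimated correlation), among them *Lcn2*, the iron-binding lipocalin, at 1.52 (standard error 0.45), *Osmr*, the oncostatin M receptor, at 0.30 (standard error 0.11) and *Serpina3n*, a serine protease inhibitor, at 0.33 (standard error 0.12); none of these genes passed over all clusters or adjusted over the list alone. *Lcn2* weighs heavily in the mean of the reactive astrocyte list. The microglia call was lost without RD‐fed *App NL-F/NL-F* mouse 1 (adjusted p = 0.132), and the reactive astrocyte call without RD‐fed *App NL-F/NL-F* mouse 1 (adjusted p = 0.0529) or HFD‐fed *App NL-F/NL-F* mouse 3 (adjusted p = 0.0671).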

*App^NL−F/NL−F^* mice fed an HFD exhibited the highest expression of these genes, suggesting that an HFD exacerbates glial activation in the *App^NL−F/NL−F^* hippocampus, but has a limited effect in the wild‐type hippocampus. 

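The 22 measured markers of neurons, NSCs/NPCs and oligodendrocytes gave no call over all clusters in any of the 8 limma contrasts, 2 calls when adjusted over the list alone, and an unadjusted p under 0.05 in 7 of 176 combinations of gene and contrast. *Dcx*, which encodes the microtubule-associated doublecortin of migrating young neurons, was lower in HFD‐fed than in RD‐fed *App NL-F/NL-F* mice, by a log2 difference of -0.30 (standard error 0.09, adjusted p = 0.999), and passed when adjusted over the list alone. Its difference between RD‐fed *App NL-F/NL-F* and RD‐fed wild‐type mice was 0.25 (standard error 0.09), and its interaction of diet and genotype -0.37 (standard error 0.12, adjusted p = 0.979). *Nefh*, the heavy neurofilament chain, was lower on the HFD, with a diet effect of -0.19 (standard error 0.05, adjusted p = 0.920) over both genotypes, the other call adjusted over the list alone. *Nefm*, the medium chain, had a diet effect of -0.14 (standard error 0.06), and the synaptic vesicle gene *Syp* 0.02 (standard error 0.07) between HFD‐fed *App NL-F/NL-F* and HFD‐fed wild‐type mice. All 10 neuron genes were lower in HFD‐fed than in RD‐fed wild‐type mice, by a mean of -0.08 (adjusted p = 0.00988 from camera, and adjusted p = 0.436 with an estimated correlation; the call was lost without RD‐fed wild‐type mouse 3 (adjusted p = 0.167)). Oligodendrocyte genes were higher in HFD‐fed than in RD‐fed *App NL-F/NL-F* mice, by a mean of 0.20 over 4 of 4 genes (adjusted p = 0.0312 from camera, and adjusted p = 0.634 with an estimated correlation), with the myelin-associated glycoprotein *Mag* at 0.31 (standard error 0.15) and the transcription factor *Sox10* at 0.21 (standard error 0.10). Over both genotypes the diet effect on these 4 genes averaged 0.16 (adjusted p = 0.00590 from camera, and adjusted p = 0.353 with an estimated correlation). NSC/NPC genes showed no shift in any contrast, with smallest adjusted p = 0.334 from camera. The oligodendrocyte call in *App NL-F/NL-F* mice was lost without RD‐fed *App NL-F/NL-F* mouse 1 (adjusted p = 0.329) or HFD‐fed *App NL-F/NL-F* mouse 1 (adjusted p = 0.118), and the lists, chosen by the study, are not independent evidence.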

No differences were observed among the 4 groups in the expression of markers related to the three other cell types (neuron, NSC/NPC, and oligodendrocyte) (Table 1).

**TABLE 1:** The altered expression of marker genes for various brain cell types in the hippocampi of wild‐type and *App^NL−F/NL−F^* mice fed an RD or HFD

Cell type	Marker gene	Relative expression (% RD‐fed wild‐type mice)		
		HFD‐fed wild‐type	RD‐fed *App^NL−F/NL−F^*	HFD‐fed *App^NL−F/NL−F^*
Astrocyte	*Aqp4*	96.42	120.13	107.82
	*Gfap*	102.86	115.10	128.01
	*Glul*	99.98	107.68	108.20
	*S100b*	94.57	110.69	107.27
	*Slc1a1*	99.27	104.44	104.10
	*Slc1a2*	98.19	109.86	99.00
	Mean	98.55	111.32	109.07
	SD	2.88	5.57	9.90
Oligodendrocyte	*Mag*	112.78	103.41	124.33
	*Mbp*	107.55	108.34	111.51
	*Mog*	110.97	98.34	115.80
	*Sox10*	111.30	102.11	109.95
	Mean	110.65	103.05	115.40
	SD	2.21	4.13	6.45
Microglia	*Aif1*	100.60	98.21	94.12
	*C1qa*	121.59	130.97	139.62
	*C1qb*	116.39	120.24	132.32
	*Cd68*	128.68	145.24	165.39
	*Itgam*	98.89	96.71	104.91
	*Lgals3*	102.29	98.30	108.48
	*Ptprc*	117.32	108.44	145.07
	Mean	112.25	114.02	127.13
	SD	11.64	18.83	25.49
NSC/NPC	*Ascl1*	99.32	112.66	110.23
	*Bmp4*	111.59	127.28	160.18
	*Dcx*	105.75	119.54	96.37
	*Egf*	94.50	101.41	104.82
	*Igf2*	150.47	148.18	156.45
	*Notch2*	123.84	113.32	99.78
	*Nr2e1*	101.36	95.07	94.97
	*Shh*	110.79	104.09	109.80
	*Sox2*	98.13	106.47	94.87
	Mean	110.64	114.22	114.16
	SD	17.38	16.00	25.72
Neuron	*Chga*	95.33	101.57	103.23
	*Eno2*	92.32	92.81	93.68
	*Nefh*	88.86	103.59	91.82
	*Nefl*	92.69	100.71	100.92
	*Nefm*	88.67	110.27	99.87
	*Rbfox3*	94.75	90.48	93.11
	*Snap25*	94.34	102.92	100.44
	*Syp*	99.25	96.42	100.41
	*Syt1*	96.74	99.58	97.54
	*Tubb2a*	92.63	86.51	94.41
	Mean	93.56	98.49	97.54
	SD	2.95	8.61	2.69

Note

Significantly altered genes vs. RD‐fed wild‐type mice (eBayes ANOVA: *p* < 0.05) are underlined.

Abbreviations: HFD, high‐fat diet; NPC, neural progenitor cell; NSC, neural stem cell; RD, regular diet.

To confirm the activated state of glial cells in hippocampus, we performed immunofluorescence microscopy of coronal brain sections using anti‐CD68 antibody (Figure 4a). A much stronger CD68 immunoreactivity (IR) was detected in the hippocampus of RD‐fed *App^NL−F/NL−F^* mice than in that of RD‐fed wild‐type mice, and it was significantly increased by an HFD but only in the MSS zone of the *App^NL−F/NL−F^* mice (Figure 4b). Furthermore, multi‐immunofluorescence microscopy for Aβ and CD68 revealed that CD68‐positive cells were mostly located surrounding Aβ plaques in *App^NL−F/NL−F^* mice (Figure 4c). Western blotting of hippocampal extracts confirmed that an HFD significantly increased the levels of IL‐1β in only *App^NL−F/NL−F^* mice compared to the RD‐fed group (Figure 4d,e). Relatively strong GFAP IR was detected in the MSS zone of both the wild‐type and *App^NL−F/NL−F^* hippocampus with a tendency to be increased compared with the former. However, GFAP IR in the three zones of the hippocampus were not affected by diet in either genotype (Figure S5a,b). In *App^NL−F/NL−F^* mice, GFAP‐positive cells were mostly detected in areas surrounding Aβ plaques (Figure S5c). These results are consistent with the microarray data and indicate that an HFD is associated with an increase in Aβ deposition accompanied by microglial activation in the MSS zone of the hippocampus in *App^NL−F/NL−F^* mice.

**FIGURE 4:**
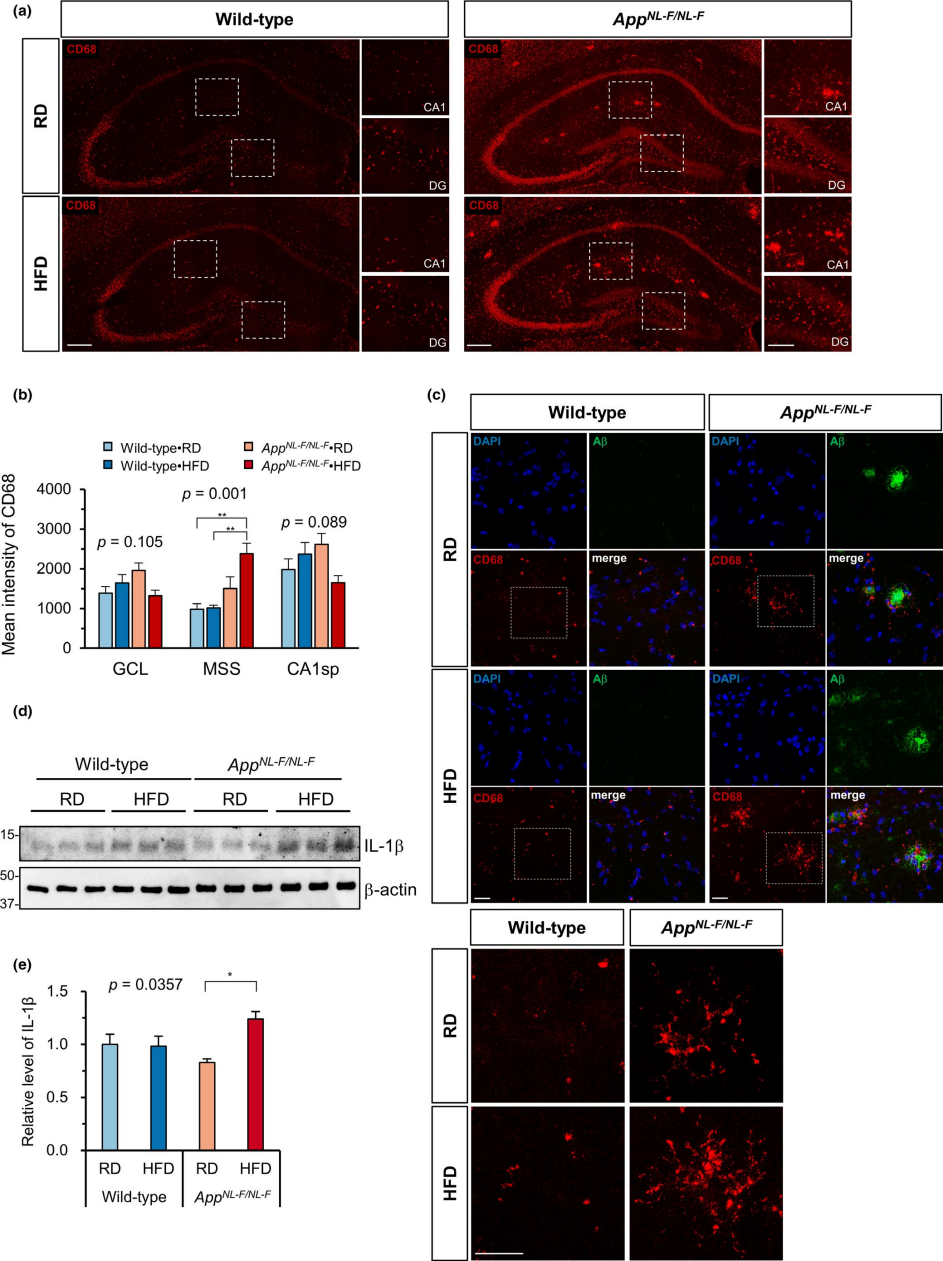
A high‐fat diet promoted microglial activation in the hippocampus of *App^NL−F/NL−F^* mice. (a) Representative immunofluorescence images of CD68‐positive microglial cells in the hippocampus of *App^NL−F/NL−F^* and wild‐type mice fed an RD or HFD. Scale bar = 200 µm (for full image) and 100 µm (for magnified images), DG, dentate gyrus. (b) Quantification of CD68 intensity in three different zones of the hippocampus shows the increased expression of CD68 in *App^NL−F/NL−F^* mice fed an HFD. (c) Z‐stack projections of multi‐immunofluorescence images for Aβ and CD68 shows that CD68‐positive microglia were clustered surrounding Aβ plaques (top). Magnified view of the dotted boxes for CD68 signal (bottom). Scale bar = 50 µm. (d) Western blots showing the hippocampal levels of IL‐1β in *App^NL−F/NL−F^* and wild‐type mice fed an RD or HFD. (e) Quantification of IL‐1β levels in blots using β‐actin as a loading control. The bar graph shows the IL‐1β/β‐actin ratio relative to RD‐fed wild‐type mice. Data are expressed as the mean ± SEM, *n* = 4 and four brain slices per mouse were examined for (b) and *n* = 3 for (e). The results were statistically analyzed by a two‐way ANOVA (*p* values for each analysis shown) followed by post hoc Tukey's HSD test, where ^*^ *p* < 0.05 and ^**^ *p* < 0.01

### 2.5 An HFD increased nuclear accumulation of 8‐oxoguannine and altered gene expression in the hippocampus of *App^NL−F/NL−F^* mice

Amyloid deposition and glial activation are known to induce oxidative stress, which causes the oxidation of various molecules, including DNA, resulting in cellular dysfunction (Nakabeppu, 2019). This raises a question as to whether an HFD increases oxidative stress and cellular damage in the *App^NL−F/NL−F^* hippocampus. To examine the extent of cellular damage in the hippocampus, we performed cresyl violet staining of brain sections from wild‐type and *App^NL−F/NL−F^* mice fed an RD or HFD (Figure 5a). We found that *App^NL−F/NL−F^* mice tended to show a reduced GCL volume in comparison with wild‐type mice (Student's *t* test, *p* = 0.0484) and that HFD treatment also decreased the volume in both genotypes of mice to some extent. As a result, HFD‐fed *App^NL−F/NL−F^* mice exhibited a significantly reduced GCL volume in comparison with RD‐fed wild‐type mice (2‐way ANOVA, Tukey's HSD post hoc test, *p* = 0.0151) (Figure 5b). These findings were consistent with an exacerbated AD‐like pathology in the HFD‐fed *App^NL−F/NL−F^* mice. Of note, Fluoro‐Jade C staining showed no sign of degenerating neurons in the hippocampus of any group (Figure S6a,b).

**FIGURE 5:**
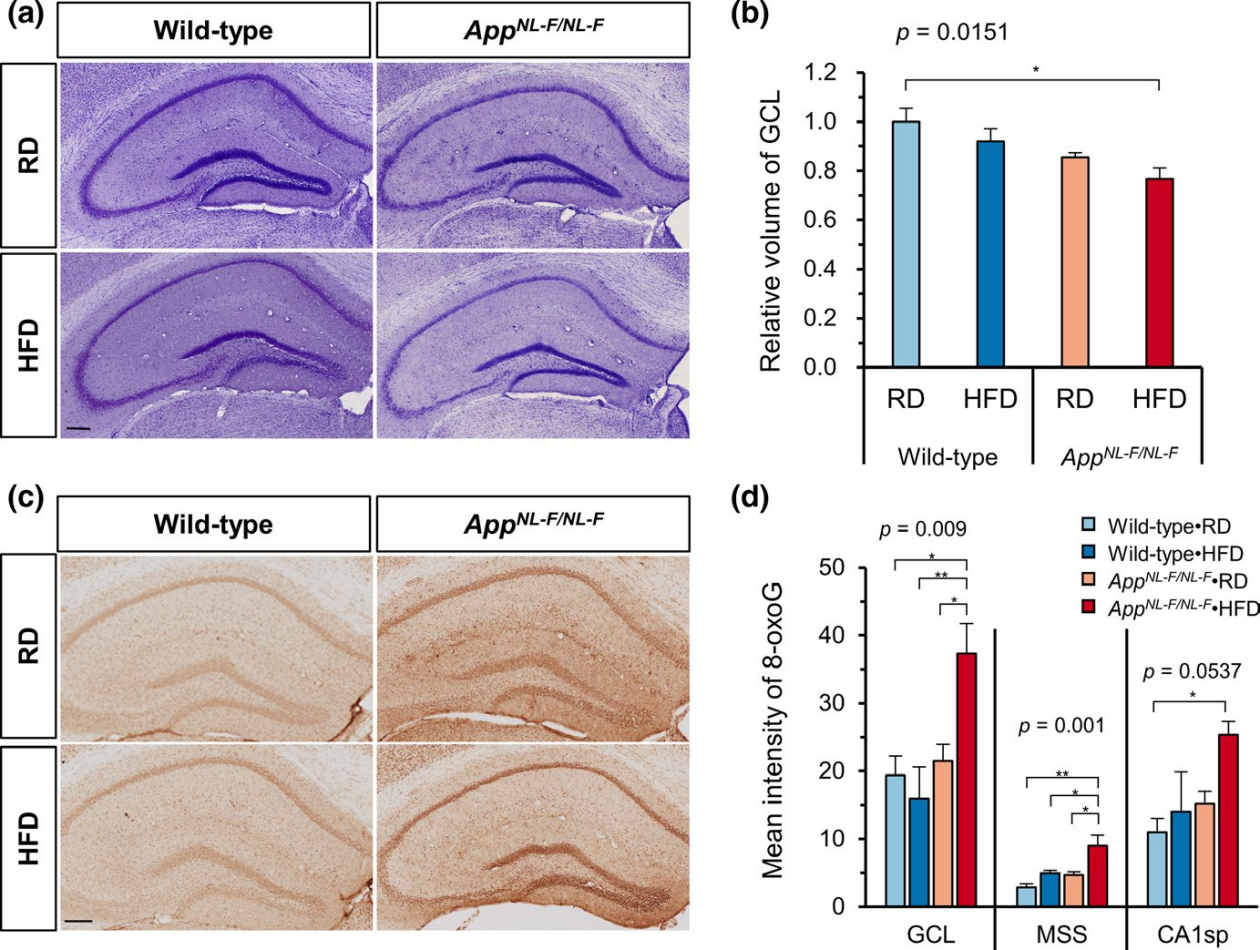
A high‐fat diet increased nuclear 8‐oxoguanine accumulation in granule cells and reduced the volume of the granule cell layer in the hippocampus of *App^NL−F/NL−F^* mice. (a) Representative images of the Nissl‐stained hippocampus of *App^NL−F/NL−F^* and wild‐type mice fed an RD or HFD. Scale bar = 200 µm. (b) GCL volume estimation using the Cavalieri method with 5 serial sections per brain showed that the volume of GCL was decreased in *App^NL−F/NL−F^* mice fed HFD. (c) Representative images of the immunohistochemical detection of 8‐oxoG in nuclear DNA in the hippocampus of *App^NL−F/NL−F^* and wild‐type mice fed an RD or HFD. Scale bar = 200 µm. (d) The quantitative measurement of the 8‐oxoG intensity in nuclear DNA in 3 zones of hippocampus: GCL, MSS, and CA1sp. Data expressed as the mean ± SEM, *n* = 4, and four brain slices were examined per mouse. The results were statistically analyzed by a two‐way ANOVA (*p* values for each analysis shown) followed by post hoc Tukey's HSD test, ^*^ *p* < 0.05, and ^**^ *p* < 0.01

To evaluate the extent of oxidative stress in the hippocampus, we examined the accumulation of the oxidized guanine base 8‐oxoguanine (8‐oxoG) in brain sections from wild‐type and *App^NL−F/NL−F^* mice fed an RD or HFD using immunohistochemistry with anti‐8‐oxo‐2´‐deoxyguanosine (8‐oxo‐dG) antibody (Figure 5c). We found a slightly higher 8‐oxoG IR in the hippocampus of RD‐fed *App^NL−F/NL−F^* mice than in RD‐fed wild‐type mice, which was significantly increased by HFD treatment. Quantification of 8‐oxoG IR revealed that HFD‐fed *App^NL−F/NL−F^* mice exhibited the highest 8‐oxoG IR in the three zones of the hippocampus among all groups (Figure 5d). The 8‐oxoG IR in the GCL and MSS of the HFD‐fed *App^NL−F/NL−F^* hippocampus was significantly higher than the IR found in all other groups, but the value in CA1sp showed a significant increase only compared to RD‐fed wild‐type mice. In addition, the levels of 4‐hydroxynonenal (4‐HNE) modified proteins in hippocampus were examined by Western blotting to evaluate the extent of lipid peroxidation‐related damage. *App^NL−F/NL−F^* mice showed significantly increased levels of 4‐HNE‐modified proteins compared to wild‐type mice, but the levels were not affected by HFD treatment in either genotype (Figure S6c,d). Furthermore, the hippocampal expression of antioxidant genes was also not affected by either diet or genotype (Table S2). These results suggest that HFD treatment resulted in increased Aβ deposition and neuroinflammation in the MSS and oxidative DNA damage in both the MSS and GCL of the hippocampus, thereby reducing the GCL volume.

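None of the 12 antioxidant genes rose or fell in any of the 8 contrasts at an adjusted p under 0.05 from limma, over all clusters or adjusted over the list alone, and 2 of 96 combinations of gene and contrast had an unadjusted p under 0.05. Those 2 were *Gstm1*, a glutathione S-transferase, at -0.21 (standard error 0.09, adjusted p = 0.778) in RD‐fed *App NL-F/NL-F* against RD‐fed wild‐type mice, and *Gstt1*, another transferase of the family, at -0.18 (standard error 0.07, adjusted p = 0.925) in HFD‐fed *App NL-F/NL-F* against HFD‐fed wild‐type mice. The superoxide dismutase genes had diet effects of 0.05 (standard error 0.06) for the cytosolic *Sod1*, -0.08 (standard error 0.05) for the mitochondrial *Sod2* and 0.13 (standard error 0.09) for the extracellular *Sod3*. Their genotype effects were 0.04 (standard error 0.06), 0.09 (standard error 0.05) and -0.15 (standard error 0.09). *Cat*, which encodes catalase, had a diet effect of 0.11 (standard error 0.06), and the glutathione peroxidase genes *Gpx1* and *Gpx4* 0.11 (standard error 0.07) and -0.04 (standard error 0.06). As a set the 12 genes did not shift against the others, with smallest adjusted p = 0.496 from camera over the 8 contrasts. The set was chosen by the study and its count is not independent evidence.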

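Among clusters with a mean above an intensity of 100, the largest differences of HFD‐fed against RD‐fed *App NL-F/NL-F* mice in genes whose values did not overlap between the groups were small. The highest were *Myl9*, a myosin light chain of smooth muscle, at a log2 difference of 0.42 (standard error 0.14), *Sez6l2* at 0.39 (standard error 0.15), the methionine sulfoxide reductase gene *Msrb1* at 0.38 (standard error 0.09) and *Wwp2*, a ubiquitin ligase, at 0.32 (standard error 0.11). *Apod*, the lipid carrier apolipoprotein D, followed at 0.31 (standard error 0.10), then *Abcb10* (0.31), *Ptcd3* (0.31), *Rhog* (0.31) and *Creb5* (0.31). The lowest were *Chsy3*, a chondroitin synthase, at -0.37 (standard error 0.11), *Tshz2* at -0.33 (standard error 0.13), the prolyl hydroxylase gene *P4ha1* at -0.32 (standard error 0.10) and *Mapk6* at -0.31 (standard error 0.10), followed by *Ppp1r3c* (-0.30), *Lgi2* (-0.30), *Clk1* (-0.28), *Ddx5* (-0.27), the somatostatin receptor gene *Sstr2* (-0.27) and *Thoc7* (-0.25). All of these missed the adjusted threshold, and with 3 mice against 3 a share of 0.1 of clusters has groups that do not overlap by chance. Myelin genes outside Table 1 averaged 0.16 (8 of 9 higher; adjusted p = 0.00618 from camera, and adjusted p = 0.634 with an estimated correlation), with the tight junction gene *Cldn11* at 0.28 (standard error 0.10) and *Mobp* at 0.23 (standard error 0.09). Genes of cholesterol synthesis averaged -0.10 (11 of 13 lower; adjusted p = 0.00618 from camera, and adjusted p = 0.634 with an estimated correlation), with the sterol demethylase gene *Cyp51* at -0.17 (standard error 0.08) and *Hmgcs1* at -0.13 (standard error 0.07). Choroid plexus markers moved in the same comparison, by a mean of -0.34 with 17 of 18 lower (adjusted p = 0.0202 from camera, and adjusted p = 0.776 with an estimated correlation). No gene of these 3 lists passed over all clusters or adjusted over the list alone, and 3, 0 and 0 had an unadjusted p under 0.05. Of 41345 clusters tested with limma, 0 passed an adjusted p of 0.05, 967 were higher and 944 lower at an unadjusted p under 0.05, and chance alone would give 2067; the methods' t-test gave 0 after adjustment and 1885 before. Tested among clusters with a single symbol alone, 1 passed, *Dkk4*, a Wnt antagonist with a mean log2 expression of 4.03 and a difference of 0.71 (standard error 0.08, adjusted p = 0.0292), named after its value was seen. Camera called 12 of 36 lists, 9 higher and 3 lower, and with an estimated correlation it called 0, with smallest adjusted p = 0.634; each of the 12 calls was lost without at least 1 array. The myelin call was lost without RD‐fed *App NL-F/NL-F* mouse 1 (adjusted p = 0.601), the cholesterol synthesis call without RD‐fed *App NL-F/NL-F* mouse 2 (adjusted p = 0.0553), HFD‐fed *App NL-F/NL-F* mouse 1 (adjusted p = 0.0845) or HFD‐fed *App NL-F/NL-F* mouse 2 (adjusted p = 0.0541), and the choroid plexus call without RD‐fed *App NL-F/NL-F* mouse 2 (adjusted p = 0.126), RD‐fed *App NL-F/NL-F* mouse 3 (adjusted p = 0.744), HFD‐fed *App NL-F/NL-F* mouse 2 (adjusted p = 0.541) or HFD‐fed *App NL-F/NL-F* mouse 3 (adjusted p = 0.149).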

To delineate the molecular effects of HFD treatment in the *App^NL−F/NL−F^* hippocampus, we compared the gene expression profiles of RD‐fed *App^NL−F/NL−F^* and HFD‐fed *App^NL−F/NL−F^* mice. 

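Of the genes named in Table S3, 11 had a cluster with a single symbol, and *Enpp2*, *Kcnj13* and *Hba-a1* were not analysed here. *Snord66*, a small nucleolar RNA, was higher in HFD‐fed than in RD‐fed *App NL-F/NL-F* mice by a log2 difference of 0.47 (standard error 0.14, adjusted p = 0.999). *Acta2*, the smooth muscle actin gene, differed by 0.39 (standard error 0.30), and *Aldh1a2*, which makes retinoic acid, by 0.29 (standard error 0.45). Lower means were found for *Mir1912*, a microRNA gene, at -1.18 (standard error 0.53), *F5*, coagulation factor V, at -1.07 (standard error 1.01), and *Sostdc1*, a secreted BMP antagonist, at -0.75 (standard error 0.68). *Clic6*, *Kl*, the gene of the ageing-related protein klotho, *Elovl7*, a fatty acid elongase, and *Lbp* had differences of -0.48 (standard error 0.80), -0.41 (standard error 0.67), -0.20 (standard error 0.27) and -0.03 (standard error 0.52). None of the 11 genes passed limma's adjusted threshold in this comparison, over all clusters or adjusted over the list alone, and 1 higher and 1 lower gene, *Snord66* and *Mir1912*, had an unadjusted p under 0.05. As a list, chosen by the study on these arrays and so not independent evidence, they averaged -0.37 (adjusted p = 0.762 from camera), in the comparison in which choroid plexus markers were lower. At an unadjusted p under 0.05, a change over 1.5-fold and all group means over an intensity of 100, 1 cluster was higher and 3 were lower; none has a gene symbol and a pair of them hold identical values. That count of 4 ranged from 3 without RD‐fed wild‐type mouse 1 to 15 without RD‐fed *App NL-F/NL-F* mouse 2, with 12 without RD‐fed *App NL-F/NL-F* mouse 3, and 8, 8 and 10 without HFD‐fed *App NL-F/NL-F* mouse 1, 2 and 3. It was 1 by the methods' t-test, 1 with array weights and 0 over clusters with a single symbol. With group averages by Tukey's biweight, which gives outlying values less weight, it was 10, and 27 with no limit on p. Both settings were chosen after seeing the values. Of the 27, the 4 with a single symbol were *Snord66*, *Ttr*, *Acta2* and *Kl*.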

As shown in the Table S3, HFD treatment significantly altered the expression of several genes (±1.5‐fold change, minimum raw intensity >100) in the hippocampus. 

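*Ttr*, which encodes the thyroid hormone carrier transthyretin and is expressed at high levels in choroid plexus epithelium, varied widely between the mice of each group other than the RD‐fed wild‐type mice. Its log2 expression was 12.86, 13.00 and 12.17 in the RD‐fed wild‐type mice, 9.13, 13.12 and 13.28 in the HFD‐fed wild‐type mice, 9.14, 13.03 and 13.24 in the RD‐fed *App NL-F/NL-F* mice, and 13.15, 10.26 and 8.67 in the *App NL-F/NL-F* mice on the HFD. The group means with their SD (n = 3) were 12.67 ± 0.45, 11.84 ± 2.35, 11.80 ± 2.31 and 10.69 ± 2.27. From these means, *App NL-F/NL-F* mice on the HFD had 25.3% of the level of RD‐fed wild‐type mice, 45.0% of that of HFD‐fed wild‐type mice and 46.3% of that of RD‐fed *App NL-F/NL-F* mice. Averaged by Tukey's biweight, which gives less weight to a value far from the others, the same shares were 19.0%, 15.7% and 16.4%. Of the other choroid plexus markers, those with the highest signal on these arrays, *Cab39l*, *Car12* and *Ace*, differed by -0.19, -0.22 and -0.41 between *App NL-F/NL-F* mice fed an HFD and an RD. HFD‐fed *App NL-F/NL-F* mouse 1 had a *Ttr* level above those of the 3 RD‐fed wild‐type mice, whereas mice 2 and 3 lay below them, and mouse 1 of the HFD‐fed wild‐type and of the RD‐fed *App NL-F/NL-F* group was low as well.

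**Figure D2:**
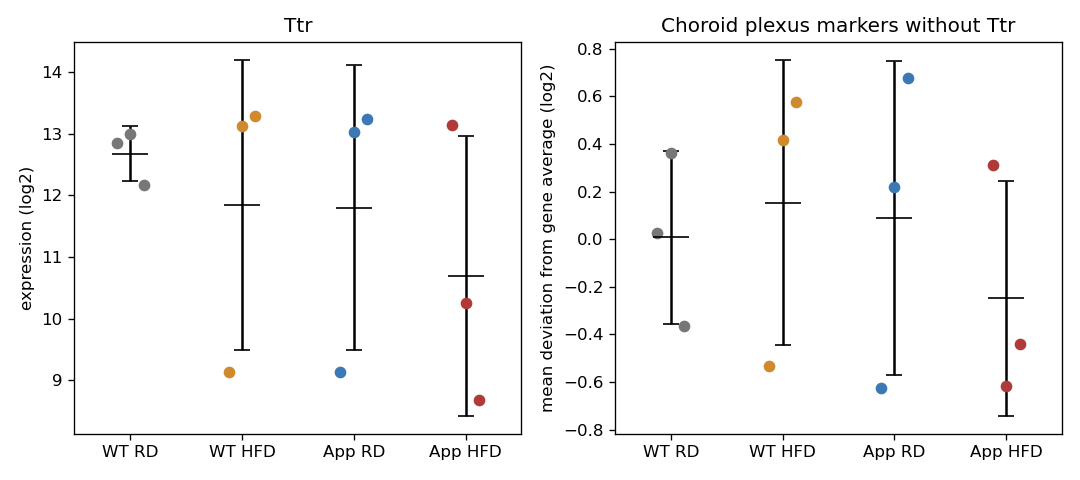
Left, log2 expression of *Ttr* in each mouse; right, the mean of the 18 choroid plexus markers other than *Ttr*, as the deviation from each gene's average over the 12 arrays (log2). Points are mice (n = 3 per group), horizontal lines group means and error bars SD; in the HFD‐fed *App NL-F/NL-F* group (App HFD) *Ttr* runs from 8.67 to 13.15.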

We found that HFD treatment of *App^NL−F/NL−F^* mice tended to decrease the expression of *Ttr*, a gene encoding the amyloid binding protein transthyretin (TTR), to 15% or 19% of the levels seen in wild‐type or RD‐fed *App^NL−F/NL−F^* mice, respectively. However, the change did not reach statistical significance. As a result, we examined the levels of TTR in hippocampus by immunofluorescence microscopy using an anti‐TTR antibody. 

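The log2 difference of *Ttr* between *App NL-F/NL-F* mice fed an HFD and an RD was -1.11 (standard error 1.45, adjusted p = 0.999) in limma, with a 95% interval from -4.32 to 2.10. An exact two-sided permutation test of the 3 against 3 mice gave p = 0.600, where 0.1 is the smallest p that this design allows. Against RD‐fed wild‐type mice the difference was -1.98 (standard error 1.45, adjusted p = 0.995), against HFD‐fed wild‐type mice -1.15 (standard error 1.45), and the interaction of diet and genotype -0.28 (standard error 2.05). Single mice set its size: the difference between *App NL-F/NL-F* mice fed an HFD and an RD was -2.44 without RD‐fed mouse 1, -2.34 without HFD‐fed mouse 1, -0.50 and -0.39 without RD‐fed mouse 2 or 3, and -0.10 without HFD‐fed mouse 3.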

As shown in Figure 6a, HFD‐fed *App^NL−F/NL−F^* mice exhibited the lowest TTR IR in the hippocampus among all groups. Quantification of the TTR IR revealed that HFD treatment of *App^NL−F/NL−F^* mice significantly decreased the levels of TTR in both the GCL and the CA1sp zones but not in the MSS zone of the hippocampus (Figure 6b). Quantification of the TTR IR in the cortex also revealed that HFD treatment decreased the cortical levels of TTR in *App^NL−F/NL−F^* mice (Figure S7a,b). In addition, we examined the total hippocampal levels of TTR by Western blotting (Figure 6c). We confirmed that HFD‐fed *App^NL−F/NL−F^* mice had the lowest level of hippocampal TTR among all groups, and that this level was significantly lower than in RD‐fed or HFD‐fed wild‐type mice (Figure 6d). Finally, multi‐immunofluorescence microscopy for Aβ and TTR demonstrated the intracellular co‐localization of Aβ and TTR in the GCL of RD‐fed *App^NL−F/NL−F^* mice and its apparent reduction by HFD treatment (Figure 6e).

**FIGURE 6:**
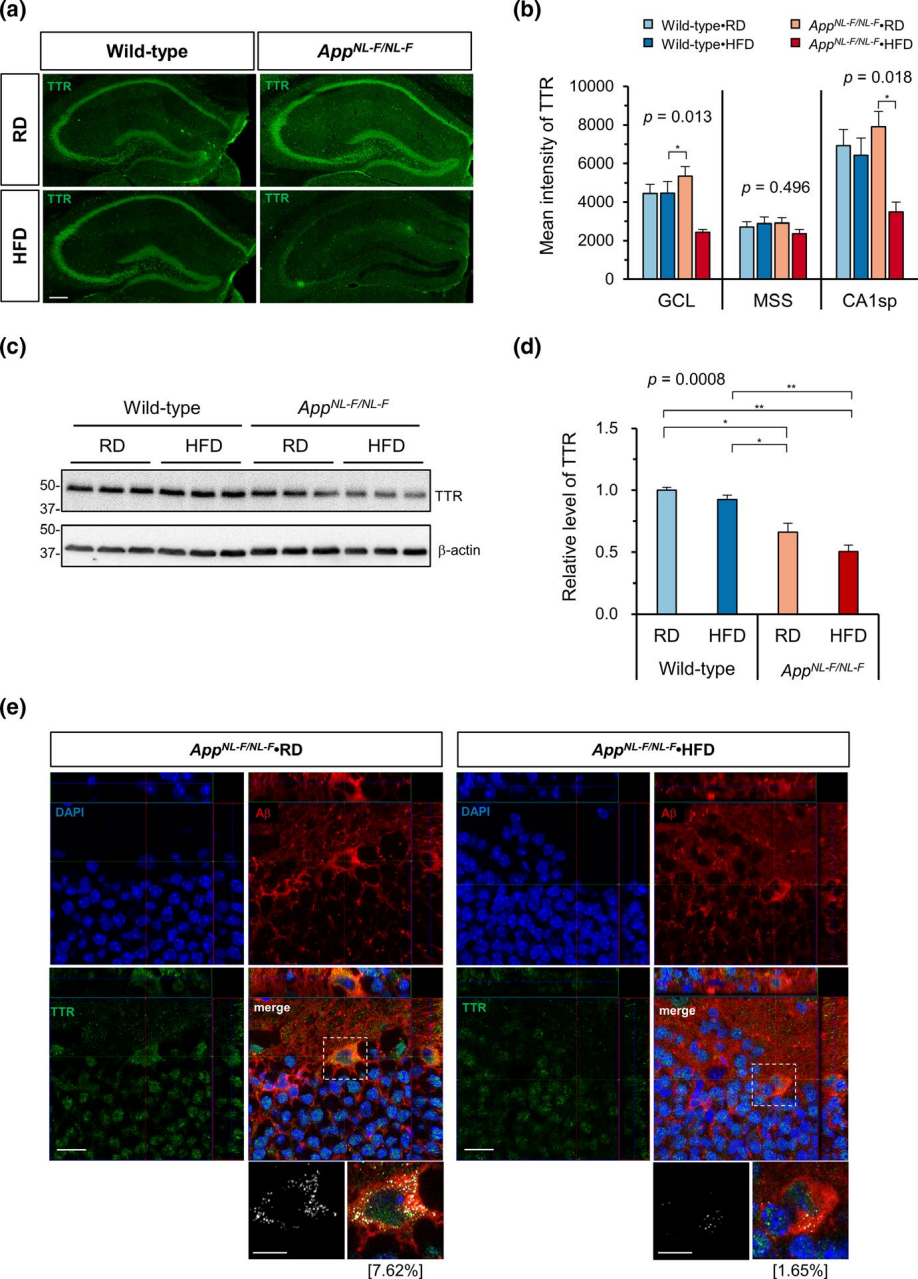
A high‐fat diet decreased the transthyretin expression in the hippocampus of *App^NL−F/NL−F^* mice. (a) Representative immunofluorescence images of TTR in the hippocampus of *App^NL−F/NL−F^* and wild‐type mice fed an RD or HFD. Scale bar = 200 µm. (b) The quantitative measurement of the TTR intensity in three zones of the hippocampus (GCL, MSS, and CA1sp) revealed the decreased expression of TTR in *App^NL−F/NL−F^* mice fed an HFD. (c) Representative Western blots showing the hippocampal levels of TTR in *App^NL−F/NL−F^* and wild‐type mice fed an RD or HFD. (d) Quantification of TTR protein levels in blots using β‐actin as a loading control. The bar graph shows the TTR/β‐actin ratio relative to RD‐fed wild‐type mice. (e) Orthogonal view of multi‐immunofluorescence microscopy for Aβ and TTR shows the intracellular TTR signal co‐localized with Aβ in *App^NL−F/NL−F^* mice fed an RD. In magnified bitmap images from the dotted boxes (bottom), the co‐localized red and green pixels are shown in white. The percentage of the co‐localized pixels among total TTR pixels is shown in brackets. Scale bar = 20 µm for full images and 10 µm for magnified images. Data are expressed as the mean ± SEM, *n* = 3 for all experiments, and 3 brain slices per mouse were examined for (b). The results were statistically analyzed by a two‐way ANOVA (*p* values are shown for each analysis) followed by post hoc Tukey's HSD test, ^*^ *p* < 0.05, and ^**^ *p* < 0.01

## 3 DISCUSSION

The major conclusion of the present study is that chronic HFD treatment caused obesity and impaired glucose tolerance (i.e., induced T2DM conditions) in both wild‐type and *App^NL−F/NL−F^* mice, with only the latter exhibiting an impaired cognitive function accompanied by marked increases in both Aβ deposition and microgliosis as well as insulin resistance in the hippocampus. Moreover, HFD‐fed *App^NL−F/NL−F^* mice exhibited a significant decrease in GCL volume in the DG and an increased accumulation of 8‐oxoG in the nuclei of granule cells, indicating that HFD treatment increased oxidative stress in the *App^NL−F/NL−F^* hippocampus. HFD treatment also decreased the expression of TTR, a known Aβ‐binding protein, in *App^NL−F/NL−F^* mice but not wild‐type mice, suggesting that decreased levels of TTR may be a cause of the increased Aβ deposition in the hippocampus of HFD‐fed *App^NL−F/NL−F^* mice. It is likely that chronic HFD treatment increased oxidative DNA damage in the *App^NL−F/NL−F^* mouse brain, thereby aggravating the AD pathology through alteration of the gene expression.

Salas *et al*. showed that chronic HFD treatment from 2 to 18 months of age does not trigger any AD pathology in male *App^NL/NL^* mice, except for a mild impairment in both hippocampal long‐term potentiation and social memory. In contrast, we found that chronic HFD treatment from 6 to 18 months of age does aggravate hippocampal AD pathology in male *App^NL−F/NL−F^* mice, with cognitive impairment in an MWM test. In the aforementioned study, *App^NL/NL^* mice were fed an HFD containing 60% kcal from fat for 16 months. In contrast, in our study, *App^NL−F/NL−F^* mice were fed an HFD containing 40% kcal from fat for 12 months. In both cases, mice developed similar levels of metabolic syndrome or T2DM, namely increased body weight and fasting blood glucose levels, and impaired glucose tolerance. Because in comparison with *App^NL/NL^* mice, *App^NL−F/NL−F^* mice have an additional Iberian “F” mutation in the *App* gene, which is known to increase Aβ42 production by altering the γ secretase processing of the C‐terminal end of Aβ (Saito et al., 2014), our results clearly indicate that the Iberian “F” mutation is essential to make *App^NL−F/NL−F^* mice susceptible to T2DM as a risk factor for the pathogenesis of AD. *App^NL/NL^* mice mostly produce humanized Aβ40, which is detected as both soluble and insoluble forms, due to the Swedish “NL” mutation being upstream of the β secretase processing site of Aβ. However, they do not develop Aβ plaques at all (Saito et al., 2014; Salas et al., 2018). On the other hand, *App^NL−F/NL−F^* mice produce similar levels of humanized Aβ but dominantly Aβ42 (Aβ42/Aβ40 > 5), and thus develop Aβ plaques in both the cortex and hippocampus (Masuda et al., 2016; Saito et al., 2014). Taken together with the findings of previous studies, we conclude that T2DM does not trigger AD pathology but does exacerbate pre‐existing AD pathology, at least Aβ plaque formation. Moreover, our results indicate that AD pathology does not induce T2DM in RD‐fed *App^NL−F/NL−F^* mice, which had been observed in transgenic models of AD.

It has been well‐documented that an HFD or T2DM interfere with hippocampal functioning (Cordner & Tamashiro, 2015; Kanoski & Davidson, 2011), and *App^NL/NL^* mice have also been shown to exhibit mild impairment in hippocampal long‐term potentiation after chronic HFD treatment. We therefore examined HFD‐induced alterations of AD pathology in the *App^NL−F/NL−F^* hippocampus. The major alterations were markedly increased hippocampal Aβ deposition in *App^NL−F/NL−F^* mice, especially in the zone covering the upper part of the molecular layer of DG, the stratum lacunosum and stratum radiatum of CA1 (MSS), and increased microgliosis in the same zone. The affected zone contains niches for synapses from the perforant path and the Schaffer collateral pathway in the hippocampal network; thus, it is pivotal for learning and memory (Neves et al., 2008). Although the levels of SDS‐soluble Aβ remained unchanged in comparison with the RD‐fed *App^NL−F/NL−F^* hippocampus, the levels of SDS‐insoluble and FA‐extractable Aβ were increased twofold in the HFD‐fed *App^NL−F/NL−F^* hippocampus. The SDS‐soluble fraction contains Aβ derived from the membrane‐bound and cytosolic forms, while the insoluble fraction mostly contains plaque‐associated Aβ (Kawarabayashi et al., 2001). Because there was no significant change in APP processing toward Aβ formation, HFD treatment likely promoted Aβ aggregation and deposition by the suppression of its clearance. This is consistent with a recent study reporting that HFD increased SDS‐insoluble levels of Aβ in the cortex of a transgenic mouse line carrying the Swedish mutation, with a reduced Aβ clearance independent of insulin‐degrading enzyme or neprilysin (Wakabayashi et al., 2019). Although soluble prefibrillar Aβ oligomers are classified as the most toxic species (Kayed & Lasagna‐Reeves, 2013), plaques can release toxic Aβ intermediates, thus functioning as “reservoirs” of toxic oligomers (Haass & Selkoe, 2007; Thal et al., 2015). It is likely that chronic HFD treatment increases the levels of toxic Aβ in the limited zone of the hippocampus, thereby exacerbating the AD pathology, such as plaque formation and microgliosis, as observed in HFD‐fed *App^NL−F/NL−F^* mice.

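Genes known to be induced in microglia around amyloid plaques were higher in *App NL-F/NL-F* mice than in wild‐type mice on each diet, by a mean log2 difference of 0.32 on the RD (adjusted p = 1.53e-12 from camera, and adjusted p = 0.0714 with an estimated correlation) and 0.33 on the HFD (adjusted p = 2.00e-13 from camera, and adjusted p = 0.0582 with an estimated correlation). *Cst7*, the cysteine protease inhibitor cystatin F, rose by a log2 difference of 1.17 (standard error 0.09, adjusted p = 0.00608) between the genotypes and was the single cluster to pass limma's threshold over all clusters in any contrast. Of the 21 measured genes of this group, 20 were higher in *App NL-F/NL-F* mice, by a mean of 0.33 (adjusted p = 3.71e-20 from camera, and adjusted p = 0.0161 with an estimated correlation); 1 passed over all clusters and 11 adjusted over the list alone. They included the inhibitory receptor gene *Lilrb4a* at 0.95 (standard error 0.16), the pattern recognition receptor gene *Clec7a* at 0.74 (standard error 0.12), the chemokine gene *Ccl3* at 0.75 (standard error 0.14) and *Trem2*, a lipid-sensing receptor, at 0.40 (standard error 0.08). In HFD‐fed *App NL-F/NL-F* against RD‐fed wild‐type mice all 21 were higher, by a mean of 0.40 (adjusted p = 1.06e-18 from camera, and adjusted p = 0.0206 with an estimated correlation), 9 of them adjusted over the list alone and 0 over all clusters. Homeostatic microglia genes were higher with genotype by 0.13 (9 of 11; adjusted p = 6.11e-05 from camera, and adjusted p = 0.221 with an estimated correlation), with 1 adjusted over the list alone, *Fcrls*, at 0.27 (standard error 0.06). Diet shifted the plaque-associated genes by 0.07 (adjusted p = 0.0222 from camera, and adjusted p = 0.423 with an estimated correlation), a call that was lost without RD‐fed wild‐type mouse 1 (adjusted p = 0.0578), RD‐fed wild‐type mouse 3 (adjusted p = 0.0852), HFD‐fed wild‐type mouse 3 (adjusted p = 0.0779), RD‐fed *App NL-F/NL-F* mouse 1 (adjusted p = 0.379), HFD‐fed *App NL-F/NL-F* mouse 2 (adjusted p = 0.121) or HFD‐fed *App NL-F/NL-F* mouse 3 (adjusted p = 0.0774). Whether the effect of diet differs between genotypes is given by their interaction, which was -0.11 for *Cd68* (95% interval -0.39 to 0.18), -0.10 for *C1qb* (-0.32 to 0.12), -0.01 for *C1qa* (-0.33 to 0.31) and 0.10 for *Gfap* (-0.17 to 0.38), each with adjusted p = 1.00. For the mean of the 7 microglia genes of Table 1 the 95% interval of the interaction ran from -0.20 to 0.19. Permutation of diet within genotype gave p = 0.995, two-sided. That test is exact only where diet has no effect in either genotype, so it is not an exact test of the interaction. The intervals were chosen after seeing the data. With limma, 0 clusters passed for the interaction, 2054 had an unadjusted p under 0.05, and the same contrast without eBayes gave 0 after adjustment and 2016 before. Tested among clusters with a single symbol alone, 2 passed for the interaction, named after their values were seen: *Orm3*, an acute phase protein, at -1.31 (standard error 0.14, adjusted p = 0.0434), and *Dkk4* at 0.90 (standard error 0.11, adjusted p = 0.0445); their mean log2 signals of 2.70 and 4.03 are not shown to lie above background. The arrays of mouse 1 of the RD‐fed wild‐type, HFD‐fed wild‐type and RD‐fed *App NL-F/NL-F* groups were left out after seeing the data. Without these arrays 32 clusters passed for genotype in place of 1, and 6 did without HFD‐fed wild‐type mouse 2 alone. From the higher expression of *C1qa*, *C1qb*, *Cd68* and *Gfap* in *App NL-F/NL-F* mice on the HFD, the paper proposes that an HFD exacerbates glial activation in the hippocampus of these mice and has a limited effect in wild‐type mice. It also reports protein evidence, which these arrays do not measure. CD68 staining rose with the HFD in the MSS zone of *App NL-F/NL-F* mice, and IL‐1β on Western blots rose with the HFD in that genotype alone.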

Gene expression profiling by a microarray analysis revealed that HFD treatment and *App^NL−F/NL−F^* mutation have a synergetic effect to activate the microglia in the hippocampus without significant changes in the expression of marker genes for neural stem/progenitor cells, neurons, and oligodendrocytes (Table 1). CD68‐positive microglia were mainly detected in the MSS zone surrounding Aβ plaques in the HFD‐fed *App^NL−F/NL−F^* hippocampus, as reported in *App^NL−G−F/NL−G−F^* mice with another toxic Arctic “G” mutation exhibiting more severe AD pathology (Castillo et al., 2017; Saito et al., 2014). The levels of GFAP‐positive astrocytes detected in the hippocampus of wild‐type and *App^NL−F/NL−F^* mice did not differ to a statistically significant extent, with or without HFD treatment. Masuda et al. (2016) reported no changes in hippocampal GFAP levels between 18‐month‐old *App^NL−F/NL−F^* and wild‐type mice, indicating that neither *App^NL−F/NL−F^* mutation nor HFD treatment significantly affects the activation status of astrocytes in the hippocampus.

We found that HFD‐fed *App^NL−F/NL−F^* mice exhibited a significantly reduced GCL volume with much higher levels of 8‐oxoG accumulation in the nuclei of the granule cells in the GCL in comparison with RD‐fed mice. The increased accumulation of 8‐oxoG, a marker of oxidative stress, in the granule cells, and to a lesser extent in the CA1 pyramidal neurons, suggests that the production of reactive oxygen species in these neurons is enhanced by the increased toxic Aβ accumulation or by the consequence of microgliosis; thus, it may cause hippocampal atrophy without cell death by affecting dendrites stability and architecture as previously reported (Schoenfeld et al., 2017). The granule cells in the GCL or pyramidal cells in the CA1 themselves are likely to produce toxic Aβ because the MSS zone, which contains niches for synapses to their dendrites, accumulates the highest levels of Aβ. Moreover, we found that the expression of TTR in these neurons is significantly decreased in HFD‐fed *App^NL−F/NL−F^* mice in comparison with RD‐fed mice. TTR is a multifunctional protein that can bind Aβ peptide and suppress its aggregation, and which also promotes its clearance (Ghadami et al., 2020; Vieira & Saraiva, 2014). It has been shown that the hemizygous deletion of the *Ttr* gene in *APP^Swe^/PS1^deltaE9^* mice results in accelerated Aβ deposition (Choi et al., 2007), and that the overexpression of a human *TTR* transgene was ameliorative in the APP23 mice (Buxbaum et al., 2008). These results strongly suggest that the decreased expression of TTR in the hippocampal neurons of HFD‐fed *App^NL−F/NL−F^* mice is one of the direct causes of the increased Aβ deposition. We therefore speculate that decreased TTR levels may be responsible for the HFD‐induced reduction in Aβ clearance previously reported by Wakabayashi et al., 2019.

TTR is mainly expressed in the liver and choroid plexus and secreted into the blood or cerebrospinal fluid; furthermore, its levels are known to be decreased in AD patients in comparison with age‐matched controls (Velayudhan et al., 2012). Recently, it has been shown that TTR is expressed in the neurons in the cortex or hippocampus in both humans and mice (Li & Buxbaum, 2011; Oka et al., 2016), as we observed in the present study. The expression of TTR was reportedly altered in the brain of various mouse models of AD and closely associated with the level of oxidative stress (Oka et al., 2016; Sharma et al., 2019; Stein & Johnson, 2002). 8‐OxoG, or its repair reaction, is known to cause epigenetic alterations in the gene expression under oxidative conditions (Ba & Boldogh, 2018), suggesting a functional contribution of 8‐oxoG to the altered expression of TTR in the hippocampal neurons.

We recently demonstrated that the increased accumulation of 8‐oxoG in the granule cells in the GCL impairs hippocampal neurogenesis, thus inducing hippocampal atrophy and mild cognitive impairment in aged female mice (Haruyama et al., 2019). In the present study, we only examined male mice in order to avoid the strong effects of sex hormones or the estrus cycle; however, it is likely that female *App^NL−F/NL−F^* mice may exhibit a much higher susceptibility to HFD; thus, the AD pathology would be more strongly exacerbated because sex‐dependent TTR modulation of brain Aβ levels or adult neurogenesis has been reported (Oliveira et al., 2011; Vancamp et al., 2019). Further studies are necessary to better understand the mechanism by which HFD treatment causes alterations in the gene expression, production, or clearance of the Aβ peptide, oxidative stress, and inflammatory responses. In particular, answering the question as to how T2DM affects the interaction of TTR and Aβ in the AD brain will help to establish new strategies for AD treatment.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Experimental animals

Heterozygous *App^+/NL−F^* mice carrying a humanized Aβ sequence (G676R, F681Y, R684H), Swedish (KM670/671NL), and Beyreuther/Iberian (I716F) mutations were previously established (Saito et al., 2014) and backcrossed onto the C57BL/6J background for 9 generations. Homozygous *App^NL−F/NL−F^* and wild‐type mice were obtained by mating between heterozygous mice and were maintained as inbred lines. Mice were maintained in an air‐conditioned specific‐pathogen‐free room at 22°C with a 12:12‐h light and dark cycle (lights on 08:00, off at 20:00), with *ad libitum* access to food and water. The handling and killing of animals were carried out in accordance with the national prescribed guidelines. Ethical approval for the study was granted by the Animal Care and Use Committee of Kyushu University, Fukuoka, Japan.

### 4.2 HFD treatment and metabolic assessment

To avoid strong effects of sex hormones or the estrus cycle in female mice, we used male *App^NL−F/NL−F^* and wild‐type mice. At 6 months of age (25 weeks), mice were individually housed and fed *ad libitum* with either an RD (CA‐1, 13.8% of total calories from fat, Clea Japan Inc., Tokyo, Japan) or HFD (custom diet, 40% of total calories from fat and 0.15% from cholesterol, Oriental Yeast Co., Tokyo, Japan) until the end of the experiment (18 months of age). Using an animal balance (DH‐R610N, Shinko Denshi Co., Ltd.), the body weight of all mice was measured and recorded once a week from 25 to 50 weeks of age and then at 58 and 78 weeks of age. The weekly intakes of food and water were calculated by subtracting the remaining amounts of food and water at the end of the week from the amount fed to each mouse at the beginning of the week. Every other week, blood samples were collected from tail after 6 h fasting, and the fasting blood glucose level was measured using a Freestyle Flash glucometer (NIPRO Co., Ltd, Osaka, Japan). At 18 months of age, mice were subjected to an intraperitoneal glucose (2 g/kg) tolerance test (IPGTT). Briefly, mice were fasted for 6 h before the IPGTT and blood samples were collected from the tail at the following time points: before glucose injection (0 min), and 30, 60, 90, and 120 min after glucose injection.

### 4.3 Morris water maze test

A Morris water maze test was performed at 18 months of age in all groups, as described previously (Haruyama et al., 2019) with some modifications. Detailed procedures can be found online in the Appendix S1.

### 4.4 Brain sample preparation

After the final behavioral test, mice were sacrificed, and their brains were dissected as previously described (Oka et al., 2016). For protein preparation, frozen mouse hippocampi were homogenized in 2× sodium dodecyl sulfate (SDS) sample buffer (125 mM Tris‐HCl, pH 6.8, 4% SDS, 10% glycerol) with 1% protease inhibitor cocktail and 1% phosphatase inhibitor cocktail (Nacalai Tesque, Inc., Kyoto, Japan). After sonication, the homogenates were centrifuged at 100,000 × *g* for 30 min at 20°C using an Optima TLX ultracentrifuge and a TLA55 rotor (Beckman, Palo Alto, CA, USA); the supernatant was stored as soluble protein (SDS soluble) fraction. The pellet was subsequently washed and centrifuged again and finally dissolved in 70% formic acid (FA). After all the formic acid had been removed by freeze‐drying, protein was dissolved in DMSO, diluted with the same volume of 4×SDS sampling buffer, and stored as the insoluble (FA‐extractable) fraction. Protein concentrations were measured using an XL‐Bradford Protein Assay Reagent Kit (Antegral Co., Ltd., Tokyo, Japan).

### 4.5 Dot blotting of soluble and insoluble Aβ

Dot blotting was performed using a dot blotting assay system (Bio‐Dot® Microfiltration Apparatus, Bio‐Rad Laboratories, Hercules, CA, USA). The procedure was performed according to the manufacturer's guidelines. For each sample, 2.0 μg of SDS soluble or 2 µl of formic acid‐soluble protein diluted in 100 μl of TBS was applied to a PVDF membrane in triplicate. After blotting, the membrane was detached from the apparatus and blocked with 5% skim milk in TBS +0.1% Tween 20 (TBST) for 1 h at room temperature, followed by incubation with mouse anti‐human Aβ 82E1 antibody, which recognizes the N‐terminal end of humanized Aβ, overnight at 4°C. The next day, the membrane was washed and incubated with appropriate HRP‐conjugated secondary antibodies for 1 h at room temperature. The blot was TBST, incubated in luminol HRP substrate (EZWestLumi plus, ATTO, Tokyo, Japan), and imaged on an EZ capture MG (ATTO). The intensity of the dots was measured using ImageJ 1.52 (NIH, Bethesda, MD, USA).

### 4.6 Western blotting

Western blotting was performed to measure the levels of different proteins in the hippocampus. Detailed procedures can be found online in the Appendix S1.

### 4.7 Immunofluorescence microscopy and histochemical analyses

Immunofluorescence microscopy and histochemical analyses were performed as previously described (Castillo et al., 2017; Haruyama et al., 2019). Detailed procedures can be found online in the Appendix S1.

### 4.8 RNA isolation and the microarray analyses

Preparation of RNA and the microarray analysis were performed as previously described (Castillo et al., 2017). Total RNA extracted from frozen hippocampi using Isogen (Nippon Gene, Tokyo, Japan) was subjected to microarray analysis with an Affymetrix Mouse Gene 2.0 ST Array. The generated CEL files were imported into the Transcriptome Analysis Console 4.0 software program (Affymetrix), and gene‐level estimates were obtained for all transcript clusters. All microarray data were deposited in the GEO database (accession number GSE152539).

### 4.9 Statistical analyses

All statistical analyses were performed using JMP Pro 14.2.0 (SAS Institute Japan Ltd., Tokyo, Japan). All *t* tests were two‐tailed. A multivariate analysis of variance (MANOVA) and two‐way ANOVA were used to assess the interaction between factors. When significant interactions were detected, a post hoc Tukey HSD test was used to adjust for multiple comparisons. *p* values of <0.05 were considered to indicate statistical significance.

## CONFLICT OF INTEREST

None declared.

## AUTHOR CONTRIBUTIONS

R.I and N.H performed animal experiments. N.A performed the RNA preparation and microarray. N.A and G.M. performed the microarray data analysis. G.M performed sample preparation, immunostaining and immunofluorescence microscopy, and quantification. G.M performed protein blotting and quantification. K.S. assisted in designing the experiments. T.S. and T.S. provided the *App^+/NL−F^* mice. R.I. and Y.N. designed the animal experiments. Y.N., G.M., and N.A. designed the gene expression profiling and pathological experiments, prepared the figures, and conducted statistical analyses. G. M. and Y.N. wrote the paper. All authors discussed the data obtained and contributed to the preparation of the manuscript.

## Supporting information

App S1

Tab S1

Tab S2

Tab S3

## Data Availability

Originals of all datatypes are available on request to the corresponding author. Microarray data were deposited in the NCBI Gene Expression Omnibus GEO database under the accession number GSE152539.

How the deposited data were processed for this re-analysis (not part of the article)

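Hippocampal RNA from 12 male mice, 3 in each of the groups WT RD, WT HFD, App RD and App HFD, was measured on Affymetrix Mouse Gene 2.0 ST arrays, 1 array per mouse. All 12 mice were mapped to their group from the sample labels, which give genotype, diet and a replicate number. The authors imported the array scans into Transcriptome Analysis Console and deposited log2 expression values per transcript cluster, 41345 clusters for each array. The summarisation, background correction and normalization behind these values are not given in the sources used here. The values were used as deposited, with no further normalization, and 0 columns were left unmapped. Between 23.6% and 24.3% of the clusters of an array lay above an intensity of 100, and the number of arrays limits the precision of every value.

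Clusters were named through the platform's annotation, and a gene with several clusters was represented by the cluster with the highest mean over the 12 arrays. Clusters paired with several symbols or with none were tested but not named. A single model with the 4 groups was fitted to all clusters with lmFit and eBayes of limma 3.58.1 in R 4.3.3, and 5 group comparisons, the genotype effect, the diet effect, their interaction and an F test over the 4 groups were read from it. P-values were adjusted by the Benjamini-Hochberg method over all clusters, and a cluster was called changed at an adjusted p under 0.05. The threshold that the study gives with its Table S3 was applied as an unadjusted p under 0.05, a change of more than 1.5-fold and all group means above an intensity of 100. Differences of single values between 3 and 3 mice were tested by exact permutation, which allows no p under 0.1, and list means over both diets or genotypes by all 400 assignments within the strata, which allow none under 0.005. For every interaction, diet was permuted within genotype. The p-value is then exact only where diet has no effect in either genotype, also where it is called an exact permutation p. The fit and the list test were tested on simulated data before use. In data simulated for App HFD against App RD over 41345 clusters, limma called 62% of clusters shifted by 0.5 on the log2 scale. It called 98% of those shifted by 1 and 100% of those shifted by 1.5, with 12 false calls. All shifted clusters had a mean above an intensity of 100. In a single run, 50 clusters each were shifted by 0.5, 1, 1.5 and 2. The shares therefore do not show what would be called among dimmer clusters or where fewer clusters change. A list shifted by 0.3 was called by camera both at a preset and with an estimated correlation between genes. No other list was called at the preset correlation, and false calls with the estimated one were not counted. The simulated clusters were independent of each other, so the simulation cannot show how the list test behaves with correlated genes.

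The lists of genes, the rule for naming genes, the tests and the alternatives were fixed before the data were examined. The text counts the measured genes of the paper's results text and of Tables 1, S1, S2 and S3, and names, with values, those named in the paper's text or with an unadjusted p under 0.05; some listed genes are not reported here. It also names, for each contrast, up to 10 clusters with the largest rise and up to 10 with the largest fall among those with a single symbol and a mean log2 of at least 6.64, first those with an adjusted p under 0.05 and then those with an unadjusted p under 0.05 and groups that do not overlap. Predicted genes, small RNAs and olfactory or vomeronasal receptors were counted but not named, and up to 4 members with the smallest p were named from each list. The values printed in the paper's tables had been seen when this rule was written. Of 37 lists, some are the study's own, from Table 1 (astrocytes, oligodendrocytes, microglia, NSCs/NPCs, neurons), Table S1 (APP processing, Aβ clearance), Table S2 and Table S3. The others hold markers of choroid plexus, ependyma, meningeal fibroblasts, endothelium, mural cells, red blood cells, neighbouring brain regions, dentate granule cells and CA pyramidal cells, and genes of plaque-associated microglia, homeostatic microglia, complement, reactive astrocytes, the interferon response, antigen presentation, cytokines, presynaptic and postsynaptic proteins, insulin signalling, repair of 8-oxoguanine, cholesterol synthesis, fatty acid oxidation, oxidative phosphorylation, immediate early genes, stress chaperones, the circadian clock, the glucocorticoid response and myelin. The choroid plexus list leaves out *Ttr* and the genes of Table S3. Of 432 listed genes 393 had a cluster with a single symbol, and no red blood cell gene did, which leaves 36 lists. Each list was tested against all other clusters with limma's camera at a preset correlation between genes of 0.01 and again with an estimated correlation, and by itself with fry, which asks whether its genes move, on balance, one way. Alternatives were a fit of only the groups compared, eBayes with an intensity trend and robust spread, the methods' t-test, a filter on dim clusters, clusters with a single symbol, quantile normalization, centring on the median, array weights, a replicate block, the mean of the choroid plexus markers as a covariate, other group averages and leaving out each array in turn. Left out after seeing the data, as an added alternative, were the RD‐fed wild‐type, HFD‐fed wild‐type and RD‐fed *App NL-F/NL-F* arrays numbered 1. Their deviations from the group means correlated with each other at an r of 0.105, 0.0991 and 0.0841. Biweight averages at the study's Table S3 threshold, with and without the limit on p, were also added after seeing the data. The methods' t-test stands for tests without eBayes. It was a t-test where 2 groups were compared and an ANOVA for the F test. For genotype, diet and interaction it was a contrast of the 4-group model. The paper's methods mention t-tests in general, while the note of its Table 1 names eBayes ANOVA. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.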

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

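The splits of the arrays were planned, and so was the choroid plexus covariate as a setting; its use as a test of an explanation for *Ttr*, and the tests of the list means of microglia genes, were chosen only after the results were seen.

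Plaque-associated microglia genes are a group the paper does not report on: their mean was higher by 0.40 in HFD‐fed *App NL-F/NL-F* than in RD‐fed wild‐type mice and by 0.33 with genotype, and *Cst7* alone had a genotype effect of 1.17. A larger number of microglia would raise their homeostatic genes alike, but the plaque-associated mean exceeded the homeostatic mean by a further 0.20 (exact permutation test of genotype within diet, p = 0.005, the smallest that 400 assignments can give), which argues against number as the whole cause. The genotype difference of the list mean itself had p = 0.005 in the same exact test; on each diet alone an exact test reaches only its smallest p of 0.1, and camera with an estimated correlation gave adjusted p = 0.0714 and adjusted p = 0.0582, so that over both diets an effect of the *App* mutation is a candidate explanation, as a hypothesis found and tested on the same arrays. A stronger effect on the HFD cannot be told apart from none: the interaction of 0.01 had a 95% interval from -0.17 to 0.19.

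*Ttr* and the choroid plexus markers form the other pattern: the choroid plexus markers had an interaction of -0.48 (adjusted p = 0.0361 from camera, adjusted p = 1.00 with an estimated correlation), with a 95% interval from -1.92 to 0.96 and an exact permutation p = 0.410. With the mean of the 18 markers as a covariate, the *Ttr* difference between *App NL-F/NL-F* mice fed an HFD and an RD was 0.0366 (standard error 0.65) in place of -1.11, so that choroid plexus carried along with the dissected hippocampus is a candidate source, as a hypothesis. The markers with the highest signal, which compares only roughly between clusters, were *Cab39l*, *Car12*, *Ace* and *Slc13a4*, at mean log2 values of 8.48, 7.54, 7.43 and 6.93; these 4 of 18 lie above an intensity of 100 in this tissue, and 0 of 18 are in another list. A fall of *Ttr* through the diet beyond the choroid plexus content cannot be told apart from none, since the 95% interval with the covariate ran from -1.42 to 1.50. These results concern *Ttr* RNA on the arrays alone. The paper also reports protein evidence, which the arrays do not measure. With the HFD, TTR staining of *App NL-F/NL-F* mice was lower in the GCL and CA1sp zones and in cortex. On Western blots, hippocampal TTR was lowest in *App NL-F/NL-F* mice on the HFD, significantly so against either wild‐type group. The interaction call was lost without RD‐fed wild‐type mouse 1 (adjusted p = 0.135), RD‐fed wild‐type mouse 3 (adjusted p = 0.440), HFD‐fed wild‐type mouse 2 (adjusted p = 0.340), HFD‐fed wild‐type mouse 3 (adjusted p = 0.498), RD‐fed *App NL-F/NL-F* mouse 2 (adjusted p = 0.245), RD‐fed *App NL-F/NL-F* mouse 3 (adjusted p = 0.539), HFD‐fed *App NL-F/NL-F* mouse 2 (adjusted p = 0.374) or HFD‐fed *App NL-F/NL-F* mouse 3 (adjusted p = 0.145).

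Camera alone also called an interaction for endothelial genes (-0.20, adjusted p = 0.0361 from camera, adjusted p = 1.00 with an estimated correlation, exact permutation p = 0.370), a call lost without RD‐fed wild‐type mouse 1 (adjusted p = 0.424), RD‐fed wild‐type mouse 3 (adjusted p = 0.279), HFD‐fed wild‐type mouse 2 (adjusted p = 0.0959), HFD‐fed wild‐type mouse 3 (adjusted p = 0.498), RD‐fed *App NL-F/NL-F* mouse 2 (adjusted p = 0.245), RD‐fed *App NL-F/NL-F* mouse 3 (adjusted p = 0.0544) or HFD‐fed *App NL-F/NL-F* mouse 2 (adjusted p = 0.188). For immediate early genes the interaction was -0.30 (adjusted p = 0.0121 from camera, adjusted p = 1.00 with an estimated correlation, exact permutation p = 0.150), a call lost without RD‐fed wild‐type mouse 1 (adjusted p = 0.181), RD‐fed wild‐type mouse 3 (adjusted p = 0.0697), HFD‐fed wild‐type mouse 2 (adjusted p = 0.0869), HFD‐fed wild‐type mouse 3 (adjusted p = 0.0833), RD‐fed *App NL-F/NL-F* mouse 1 (adjusted p = 0.0999) or HFD‐fed *App NL-F/NL-F* mouse 2 (adjusted p = 0.188).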

How the results depend on the processing

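The choroid plexus list as covariate, the settings named here and each array left out were planned, except the fit without 3 arrays and the biweight averages at the Table S3 threshold, which were chosen after seeing the data. The 10 counts of changed clusters were within 1.5 times the main count in 183 of 237 repeats, 2242 of 2875 repeats of the list tests kept direction and side of the threshold (447 lost and 39 gained a call, and 147 uncalled values moved), and so did 8336 of 8424 repeats for single genes. No called result reversed. For counts and single genes these shares say little. Most counts were 0 in the main fit, and *Cst7* for genotype was the only gene called. Many of the single genes were also chosen for their differences on these same arrays. Counts of adjusted calls are given in the order App HFD against App RD, WT HFD against WT RD, App RD against WT RD, App HFD against WT RD, App HFD against WT HFD, genotype, diet, interaction and F test, with 1 for genotype and 0 for the others in the fit as reported. Among clusters with a single symbol they were 1, 0, 4, 2, 4, 5, 0, 2 and 3, which tests fewer clusters, and 0 in place of 4 at the study's Table S3 threshold. These, named after their values were seen, are *Dkk4*; *Mir3473c*, *Lyz2*, *Cst7* and *Dkk4*; *Lyz2* and *Cst7*; *Olfr1391*, *Tcl1b2*, *Cst7* and *Mrpl47*; *Ptma*, *Lyz2*, *Olfr1391*, *Cst7* and *Tma7*; and *Orm3* and *Dkk4*, up to the interaction. Among clusters with a mean above an intensity of 100, 8 passed for App HFD against WT RD, 1 for App HFD against WT HFD, 12 for genotype, 3 for diet and 5 for the F test. Both subsets mean fewer tests, and eBayes also estimated the spread anew in each. For App HFD against WT RD, the bright subset gave *C1qb* a standard error of 0.0525 in place of 0.0693. That of *Cd68* was 0.0760 in place of 0.0898. How much each of these contributed was not tested. For the settings that follow, the cause was not tested: eBayes with trend and robust gave 6 for App HFD against WT RD, 2 for App HFD against WT HFD, 3 for genotype and 2 for the F test, quantile normalization 1 for App HFD against WT RD, and the choroid plexus covariate 1 for App HFD against App RD and 1 for the interaction, and a *Ttr* difference of 0.0366. Array weights gave 1 in place of 4 at the Table S3 threshold, biweight averages 10, and biweight averages with no limit on p 27. Without the 3 arrays, 22 passed for App RD against WT RD, 31 for App HFD against WT RD, 19 for App HFD against WT HFD, 32 for genotype and 25 for the F test. The methods' t-test gave 1885, 2010, 2215, 2148, 2304, 2852, 2123, 2016 and 2463 before adjustment in the same order, 1 at the Table S3 threshold, and after adjustment 2 for genotype. Leaving out 1 array in turn gave 0 to 0, 0 to 0, 0 to 1 (without App HFD replicate 1), 0 to 2 (without App HFD replicate 1, with 1 without replicate 2), 0 to 2 (without WT HFD replicate 2, with 1 without App HFD replicate 1), 1 to 6 (without WT HFD replicate 2), 0 to 1 (without App HFD replicate 2), 0 to 0 and 0 to 2 (without WT HFD replicate 2, with 1 without App HFD replicate 1), 3 to 15 at the Table S3 threshold, and for *Ttr* -2.44 to -0.10. With the replicate number as a replicate block, 0 passed for genotype, where *Cst7* had adjusted p = 0.0513 from limma. The labels call the numbers biological replicates and give no pairing of the mice. Over 18 same-number pairs, the deviations from the group means had an r of -0.00217 to 0.105, 1 of them over 0.1. Their mean r was 0.0390, against -0.0195 for the other pairs, and 6 of 12 arrays correlate best with their own number. A weak effect shared by number is therefore not excluded. A fit of 2 groups only was not run for genotype, diet, interaction and the F test, which need all 4 groups.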

Differences from the paper's values

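The paper gives the *Ttr* level of *App NL-F/NL-F* mice on the HFD as 15% of that of wild‐type mice, without naming their diet, and the value here was 25.3% against RD‐fed and 45.0% against HFD‐fed wild‐type mice; the paper gives 19% of that of RD‐fed *App NL-F/NL-F* mice, and the value here was 46.3%. The SD of the arrays corresponds to 28.7 percentage points of the value against RD‐fed wild‐type mice and 73.5 of that against RD‐fed *App NL-F/NL-F* mice, more than the differences from the paper. Of the 10 alternatives set before the data were examined, 4 bring the former, against RD‐fed wild‐type mice, to within 1.5 times of the paper's value: the median of the 3 arrays, Tukey's biweight average, and leaving out App HFD replicate 1 or WT RD replicate 3. For the latter they are the median, Tukey's biweight average, and leaving out App HFD replicate 1 or App RD replicate 1, and the other 6 do not in either case. With the biweight the shares were 19.0% of the RD‐fed wild‐type, 15.7% of the HFD‐fed wild‐type and 16.4% of the RD‐fed *App NL-F/NL-F* level. Table S3 of the paper prints a signed fold change of -6.1 for *Ttr* against RD‐fed *App NL-F/NL-F* mice, which corresponds to this share of 16.4%.

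Table S3 of the paper gives a signed fold change of 1.68 for *Clic6*, where the value here was -1.39, 1.57 for *Kl* (-1.33 here), 1.98 for *Lbp* (-1.02 here) and 1.9 for *Elovl7* (-1.15 here), for HFD‐fed against RD‐fed *App NL-F/NL-F* mice. It gives -2.77 for *Snord66* (1.38 here), -1.62 for *Aldh1a2* (1.22 here) and -2.28 for *Acta2* (1.31 here). Of 10 alternatives set before the data were examined, leaving out App RD replicate 3 brings *Clic6*, *Kl* and *Lbp* to the paper's sign and within 1 SD of its value, and leaving out App RD replicate 2 brings *Lbp*; the other alternatives do not, and none does for *Elovl7*, *Snord66*, *Aldh1a2* and *Acta2*. These pairs follow the names in the table, but the 4 group intensities printed beside each of these names lie within 1% of another cluster's biweight averages: those beside *Clic6* of *Acta2*, *Acta2* of *Clic6*, *Kl* of *Snord66*, *Snord66* of *Mir1912*, *Aldh1a2* of *Lbp*, and *Lbp* and *Elovl7* of clusters with several globin symbols. The signs therefore cannot be read as directions of the named genes that differ.

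The paper states that the HFD significantly altered several genes in *App NL-F/NL-F* mice, at a change of 1.5-fold; of the 11 measured genes of its Table S3, 0 passed limma's adjusted threshold and 0 the threshold that the table gives for significance, with an unadjusted p under 0.05, which 4 unnamed clusters passed. With group averages by Tukey's biweight for the fold change and the intensity minimum, a combination chosen after seeing the values, 10 clusters passed, and *Snord66* was 1 of them, higher here, where the values printed beside its name match *Mir1912*; the 10 other measured genes of the table were not among them. With the same averages and no limit on p, which the table sets for the genes it marks as significant and not for those it lists, 27 clusters passed, and the 4 with a single symbol were *Snord66*, *Ttr*, *Acta2* and *Kl*, all of them names in Table S3; this was also chosen after seeing the values. The paper states that the HFD and the mutation have a synergetic effect on microglia. The interaction of the microglia genes of Table 1 was -0.00271 (95% interval -0.20 to 0.19, permutation of diet within genotype, p = 0.995). The means of *C1qa*, *C1qb*, *Cd68* and *Gfap* were highest in *App NL-F/NL-F* mice on the HFD here too. The paper reports an increased expression of *C1qa*, *C1qb*, *Cd68* and *Gfap* in 3 groups against RD‐fed wild‐type mice; all 12 differences were above 0 here and 10 had an unadjusted p under 0.05, the paper's limit for Table 1, while 0 passed limma's adjusted threshold over all clusters, although *Cd68* and *C1qb* in *App NL-F/NL-F* mice on the HFD passed it among clusters above an intensity of 100 and with eBayes with trend and robust. The paper states that markers of neurons, NSCs/NPCs and oligodendrocytes did not differ among the 4 groups; of 176 combinations of gene and contrast 0 passed over all clusters, 2 adjusted over the list alone and 7 at an unadjusted p under 0.05, and camera called the oligodendrocyte list in 3 and the neuron list in 2 of 8 contrasts, none of them with an estimated correlation. The title of Table S2 calls the mice female, whereas the paper's text and the sample labels give male, which was used.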

Other observations

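The tests of the printed tables and the intervals of the interaction were chosen only after the results were seen, and the splits of the arrays were planned.

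In HFD‐fed against RD‐fed wild‐type mice, the list means of several cell types around blood vessels were higher, without passing an exact test of the mice. Meningeal fibroblast genes had a mean log2 difference of 0.33 (12 of 12 higher; adjusted p = 3.01e-04 from camera, and adjusted p = 0.603 with an estimated correlation), with the organic anion transporter gene *Slc22a6* at 0.61 (standard error 0.33), and the call was lost without RD‐fed wild‐type mouse 1 (adjusted p = 0.0803). Over both genotypes the diet effect was 0.22 for meningeal, 0.22 for mural and 0.16 for endothelial genes, with adjusted p = 1.83e-04, adjusted p = 7.00e-05 and adjusted p = 7.93e-04 from camera, and adjusted p = 0.423, adjusted p = 0.234 and adjusted p = 0.353 with an estimated correlation. Adjusted over the list alone, 3 of 9 mural genes rose with diet, *Myl9* (0.34, standard error 0.10), the potassium channel gene *Kcnj8* (0.33, standard error 0.10) and *Myh11* (0.32, standard error 0.11), and 0 over all clusters. Heat shock and other stress chaperone genes had a mean diet effect of -0.12 (10 of 12 lower; adjusted p = 1.57e-04 from camera, and adjusted p = 0.353 with an estimated correlation), with *Hspa1a*, an inducible HSP70, at -0.43 (standard error 0.15) in wild‐type mice. Genes of cholesterol synthesis had a mean diet effect of -0.09 (13 of 13 lower; adjusted p = 7.00e-05 from camera, and adjusted p = 0.353 with an estimated correlation) and averaged -0.17 in HFD‐fed *App NL-F/NL-F* against RD‐fed wild‐type mice (adjusted p = 1.91e-07 from camera, and adjusted p = 0.184 with an estimated correlation), with *Mvd*, of the mevalonate pathway, at -0.33 (standard error 0.10); no member passed over all clusters or adjusted over the list alone. Reactive astrocyte genes were higher with diet by 0.22 (adjusted p = 7.00e-05 from camera, and adjusted p = 0.234 with an estimated correlation), 4 of 11 of them adjusted over the list alone, among them *Lcn2* (1.13, standard error 0.31) and the ferroxidase gene *Cp* (0.30, standard error 0.10). *Lcn2* weighs heavily in this mean as well. Antigen presentation genes averaged 0.15 (8 of 8 higher; adjusted p = 0.00201 from camera, and adjusted p = 0.343 with an estimated correlation), and complement genes 0.31 in HFD‐fed *App NL-F/NL-F* against RD‐fed wild‐type mice (7 of 7; adjusted p = 1.55e-06 from camera, and adjusted p = 0.0520 with an estimated correlation), with 4 adjusted over the list alone, among them *C4b* (0.55, standard error 0.16) and *Serping1*, the C1 inhibitor (0.66, standard error 0.22). Interferon response genes averaged 0.19 in the same comparison (8 of 11 higher; adjusted p = 1.40e-04 from camera, and adjusted p = 0.139 with an estimated correlation), with *Xaf1* at 0.39 (standard error 0.10).

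Between the genotypes, 4 of 9 genes of the circadian clock fell in *App NL-F/NL-F* mice when adjusted over the list alone, and 0 over all clusters: *Dbp* (-0.37, standard error 0.06, adjusted p = 0.218), *Nr1d1* (-0.26, standard error 0.08), *Per1* (-0.19, standard error 0.07) and *Ciart* (-0.17, standard error 0.06). The list as a whole averaged -0.09 (adjusted p = 0.0317 from camera, and adjusted p = 0.238 with an estimated correlation), with 4 genes higher and 5 lower, and its call was lost without RD‐fed wild‐type mouse 3 (adjusted p = 0.0659), HFD‐fed wild‐type mouse 1 (adjusted p = 0.0759), RD‐fed *App NL-F/NL-F* mouse 2 (adjusted p = 0.0849), RD‐fed *App NL-F/NL-F* mouse 3 (adjusted p = 0.0574), HFD‐fed *App NL-F/NL-F* mouse 2 (adjusted p = 0.0690) or HFD‐fed *App NL-F/NL-F* mouse 3 (adjusted p = 0.0566). Genes of the glucocorticoid response were higher in 8 of 8 (0.28; adjusted p = 3.92e-04 from camera, and adjusted p = 0.345 with an estimated correlation), and *Plin4*, a lipid droplet protein (0.64, standard error 0.20), and the cell cycle inhibitor *Cdkn1a* (0.67, standard error 0.21) passed adjusted over the list alone. Of the chaperones, *Hspa5* (0.28, standard error 0.09) and *Hsp90b1* (0.20, standard error 0.06) of the endoplasmic reticulum rose adjusted over the list alone, in a list that averaged 0.11 (adjusted p = 0.00141 from camera, and adjusted p = 0.345 with an estimated correlation). *Igf1* rose by 0.36 (standard error 0.07) adjusted over the list of insulin signalling alone, and *B2m*, of MHC class I (0.30, standard error 0.08), and *Psmb9*, of the immunoproteasome (-0.32, standard error 0.09), passed in opposite directions within antigen presentation. Among clusters with a single symbol, a mean above an intensity of 100 and groups that do not overlap, the largest genotype differences, besides *Fcrls* and *Dbp* given elsewhere, were *Ptma* (0.46), *Fam107a* (0.46), *Tspan31* (0.34), the cathepsins *Ctss* (0.33) and *Ctsd* (0.24), *Gla* (0.24), *Rida* (0.24), *Tstd3* (0.24) and *Htra1* (0.23) above 0. Below 0 were *Usp11* (-0.44), *Tma7* (-0.40), *Tmem39b* (-0.31), *Klf16* (-0.31), *Agfg2* (-0.21), *Atxn7l1* (-0.19), *Prmt1* (-0.19), *Slc25a28* (-0.17) and *Zdhhc8* (-0.16); all missed the adjusted threshold over all clusters. *Lyz2*, the lysozyme of myeloid cells, was named after its value was seen: among clusters with a single symbol it passed for genotype at 0.46 (standard error 0.06, adjusted p = 0.0455).

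Chosen in the same way, other comparisons gave, besides *Cp* (0.44), *Cdh5* and *Hspa1a* and without passing the adjusted threshold, log2 differences above 0 for *Acta2* (0.91), *Slc6a20a* (0.82), *Ptgds* (0.75), *Slc22a8* (0.58), *Ifitm3* (0.52), *Bgn* (0.48), *Vtn* (0.39) and *Lncpint* (0.36) of HFD‐fed against RD‐fed wild‐type mice. Those below 0 were *Slc9a4* (-0.34), *Rab8b* (-0.29), *Pou3f1* (-0.28), *Kif3b* (-0.28), *Htr1a* (-0.28), *Cdh12* (-0.28), *Cdh20* (-0.27), *Cdk2ap1* (-0.27) and *Vti1a* (-0.27). RD‐fed *App NL-F/NL-F* against RD‐fed wild‐type mice gave *Cdkn1a* (0.70), *Ptma* (0.56), *Fam107a* (0.45), *Cd68* as given elsewhere, *Pcsk1* (0.41), *Dusp1* (0.39), *Lrrtm3* (0.38), *Iscu* (0.36), *Vwc2l* (0.35) and *Ctss* (0.33) above 0. Those below were *Usp11* (-0.56), *Rhbdl1* (-0.42), *Dbp* (-0.41), *Tmem39b* (-0.41), *C1ql2* (-0.37), *Tma7* (-0.37), *Amigo2* (-0.35), *Rpl13* (-0.34), *Klhl34* (-0.33) and *Rpl29* (-0.33). For HFD‐fed *App NL-F/NL-F* against RD‐fed wild‐type mice they were, besides *Cd68*, *C4b* and *C1qb* given elsewhere, *Ptma* (0.51), *Cp* (0.50), *Fam107a* (0.49), *Arhgef10* (0.47), *Apod* (0.46), *B2m* (0.45) and *Tppp3* (0.43) above 0. Below 0 they had *Tma7* (-0.44), *Dbp* (-0.43), *Nr4a3* (-0.39), *Slc36a1* (-0.38), *Bri3* (-0.35), *Ccnd2* (-0.30), *Hspa1b* (-0.30), *Ndufa8* (-0.29), *Insig1* (-0.28) and *Zfp358* (-0.28). Against HFD‐fed wild‐type mice the same group had *Fam107a* (0.46), *Hapln2* (0.45), *Rgs16* (0.43), *Anln* (0.42), *Ly86* (0.42), *C4b* (0.41), *Sdf2l1* (0.41), *Tspan31* (0.41), *Sez6l2* (0.39) and *Daam2* (0.38) above 0. It had *Tma7* (-0.43), *Gadd45b* (-0.38), *Penk* (-0.38), *Junb* (-0.36), *Klf16* (-0.35), *Dbp* (-0.34), *Trim27* (-0.33), *Kif21b* (-0.33), *Nr4a3* (-0.33) and *Zswim6* (-0.33) below. For the diet effect they were *Creb5* (0.26), *Ep400* (0.21), *Tfrc* (0.20), *Dpagt1* (0.16) and *Dcp1a* (0.10) above 0, and, besides *Nefh*, *Mat2b* (-0.16), *Sub1* (-0.14) and *Rabep1* (-0.10) below. With limma, 0 clusters passed in these 5 comparisons, with 2160, 2555, 2144, 2197 and 2053 at an unadjusted p under 0.05, and the methods' t-test gave 0 after adjustment in each.

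Immediate early genes, which neurons induce on activity, averaged -0.15 in HFD‐fed against RD‐fed *App NL-F/NL-F* mice (adjusted p = 0.0395 from camera, and adjusted p = 0.722 with an estimated correlation), with *Arc* at -0.50 (standard error 0.21), and the call was lost without HFD‐fed wild‐type mouse 1 (adjusted p = 0.0546), RD‐fed *App NL-F/NL-F* mouse 1 (adjusted p = 0.726), HFD‐fed *App NL-F/NL-F* mouse 1 (adjusted p = 0.194) or HFD‐fed *App NL-F/NL-F* mouse 2 (adjusted p = 0.784). Dentate granule cell genes averaged 0.13 in that comparison (adjusted p = 0.0312 from camera, and adjusted p = 0.663 with an estimated correlation), lost without RD‐fed *App NL-F/NL-F* mouse 1 (adjusted p = 0.596) or HFD‐fed *App NL-F/NL-F* mouse 2 (adjusted p = 0.784). The lists of ependyma, neighbouring regions, CA pyramidal cells, cytokines, presynaptic and postsynaptic proteins, insulin signalling, repair of 8-oxoguanine, fatty acid oxidation and oxidative phosphorylation were not called in any contrast. Their smallest adjusted p from camera was, in that order, 0.506, 0.168, 0.118, 0.0578, 0.478, 0.287, 0.117, 0.127, 0.347 and 0.179.

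A hypothesis on the values printed in the paper's tables is that their group averages were made with Tukey's biweight. The median distance of the averages in Table S2 to the biweight averages was 1.96e-04 on the log2 scale, against 0.0236 to the means, and 34 of 35 genes of Table 1 lay within 0.5 percentage points with the biweight and 1 of 35 with means. Another is that the column headings of Table S1 stand in another order than its values: 16 of 16 genes were nearest under the order App HFD, App RD, WT HFD, WT RD, whereas 12 of 12 genes of Table S2 were nearest under the printed order. For Table S3, 13 of 14 table entries had all 4 printed group intensities within 1% of another cluster's biweight averages and 0 within 1% of the named gene's, which is consistent with gene names in another order than the values; *Ttr* was nearest to itself, at a distance of 1.47%, and 3 of the names had no cluster with a single symbol here.

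Other splits of the same arrays were counted for each number of clusters at an unadjusted p under 0.05. For 3 against 3 arrays the 10 splits are too few for a share under 0.05: App HFD against App RD had 1911 clusters (highest of the other splits 2848, 7 splits with as many), WT HFD against WT RD 2160 (2606, 5 splits), App RD against WT RD 2555 (3190, 2 splits), App HFD against WT RD 2144 (2403, 3 splits) and App HFD against WT HFD 2197 (2371, 2 splits). At the study's Table S3 threshold the 4 clusters of App HFD against App RD stood against 20 in another split (8 splits with as many). Over 100 splits, the real one included, 4 gave at least as many clusters past the adjusted threshold for genotype as the real 1. The highest other split gave 2. That share is under 0.05, but it comes from 1 of several such tests without correction, and it does not exclude chance. Nor is chance excluded for the 2673 at an unadjusted p for genotype (6 splits, highest other 3203). The same holds for diet (2053, 38 splits, highest other 3382), the interaction (2054, 40 splits, 3346) and the F test (2354, 16 splits, 2868).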
